# Cellular economy in fission yeast cells continuously cultured with limited nitrogen resources

**DOI:** 10.1038/srep15617

**Published:** 2015-10-21

**Authors:** Yuji Chikashige, Shin'ichi Arakawa, Kenji Leibnitz, Chihiro Tsutsumi, Chie Mori, Hiroko Osakada, Masayuki Murata, Tokuko Haraguchi, Yasushi Hiraoka

## Abstract

In ribosome biogenesis, a large fraction of ribosomes is used for producing ribosomal proteins themselves. Here, we applied simulation and experimentation to determine what fraction of ribosomes should be allocated for the synthesis of ribosomal proteins to optimize cellular economy for growth. We define the “r-fraction” as the fraction of mRNA of the ribosomal protein genes out of the total mRNA, and we simulated the effect of the r-fraction on the number of ribosomes. We then empirically measured the amount of protein and RNA in fission yeast cells cultured with high and low nitrogen sources. In the cells cultured with a low nitrogen source, the r-fraction decreased from 0.46 to 0.42 with a 40% reduction of rRNA, but the reduction of the total protein was smaller at 30%. These results indicate that the r-fraction is internally controlled to optimize the efficiency of protein synthesis at a limited cellular cost.

Proliferating cells have a high cost in terms of energy and materials for the biogenesis of ribosomes^1^. Because the ribosome is a tool that synthesizes proteins for cellular proliferation, more ribosomes can produce the necessary proteins more promptly. At the same time, however, ribosomes are also used to produce protein components of the ribosome itself, which competes with the production of proteins necessary for cell proliferation. Thus, it is expected that the fraction of ribosomes used for producing ribosomes is adjusted appropriately to maintain the optimum number of ribosomes for cell proliferation under particular nutritional conditions.

A ribosome consists of four species of rRNA (28S rRNA, 18S rRNA, 5.8S rRNA, and 5S rRNA) and about 80 ribosomal proteins (RPs). Ribosome biogenesis involves three classes of RNA polymerase (Pol I, Pol II, and Pol III). Pol I specifically transcribes RNA components of the ribosome (28S rRNA, 18S rRNA, and 5.8S rRNA); Pol II transcribes mRNA for the protein components of the ribosome (about 80 RPs); and Pol III transcribes another RNA component of the ribosome (5S rRNA). These three classes of RNA polymerase are cooperatively controlled to produce the appropriate number of ribosomes in growing cells^2^. It should be pointed out that Pol II transcribes several thousand genes for non-ribosomal proteins (non-RP) besides RP genes. Thus, we wish to emphasize that transcription of non-RP genes can be influenced when the transcription of the RP genes is controlled for maintenance of the number of ribosomes by Pol II.

In actively growing yeast cells, mRNA of RP genes accounts for about 50% of the total mRNA (ref. 1 and this study). This means that roughly half of the translation initiation reactions on the ribosome are spent on the synthesis of RPs, and the other half on the synthesis of the non-RPs required for cell proliferation. Because a large fraction of ribosomes is involved in the synthesis of ribosomes themselves, allocation of ribosomes for RPs and non-RPs should be appropriately controlled in order to keep the optimal number of ribosomes for cell proliferation. In this study, we carried out simulations and experimental studies of cell proliferation under varying nutritional conditions in the fission yeast *Schizosaccharomyces pombe* to understand the mechanism by which the cell allocates the fraction of ribosomes for ribosome synthesis during cell proliferation.

## Results

### Distribution of mRNA

The fission yeast *S. pombe* provides an excellent experimental system for the study of cell proliferation in a limited nitrogen resource. Since *S. pombe* cells can grow in a medium including NH_3_ as the sole nitrogen source, it is easy to control the nitrogen concentration in the culture medium. However, the nitrogen concentration cannot be kept constant in a batch culture, which is generally used, because nitrogen in the medium is consumed by cells during cell proliferation. Thus, we cultured cells under a constant nitrogen concentration by using a chemostat, in which a fresh culture medium is continuously provided at a certain rate to replenish the same amount of consumed cell culture (referred to as a continuous culture; see Methods). The results of the continuous culture of the *S. pombe* heterothallic haploid L972 strain in the synthetic medium called EMM2 (including NH_4_Cl 5 g·L^−1^) are shown in Fig. 1a. The maximum dilution rate (DR) of the culture medium, which maintains a constant cell density, was 0.25 per hour on average (SD = 0.0035). The doubling time calculated from the DR was 166 min (SD = 2.3).

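The numbers of mRNA in the continuous cultures were measured with a 1-color Agilent DNA microarray. RNA from 4 independent 1 × N-EMM2 cultures, in which 5 g of NH_4_Cl per L is the nitrogen source, was labeled with Cy3, and each culture was hybridized to an array of its own. Each array holds 62976 spots, which carry 6711 probes for *S. pombe* sequences in several copies each. The deposited scanner files give, for each spot, the signal after the local background was subtracted and spatial trends were removed. Between 2.51% and 3.08% of the spots that are not controls carried an outlier flag in the 4 arrays and were left out, and 0 spots were saturated. Between 79.4% and 82.1% of the spots were well above background, and the median signal was 6.75 to 8.52 times the local background. Following the methods, the median over the spots of each probe was taken, and a probe was detected when the average of its above-background flag was higher than 0.55 in all 4 arrays. The value of each of the 35 probes that stand for duplicated genes was divided among the genes. The authors also lowered the values of 47 probes for cross-hybridization with paralogs, 37 of them probes of RP genes. That step is included in the deposited table of gene values but not in the scanner values used below. The 141 RP genes with a probe, coding 79 subunits, were measured by 136 probes. The paper's reported number of RP genes is 142. Levels of different genes come from different probes, and differences in how well probes hybridize were not corrected. The number of arrays, 4 in each culture, limits the precision of all values.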

Next, we measured the number of mRNA in cells that had been continuously cultured for 72 h in the EMM2 medium by using a DNA microarray. The mRNA of 4678 coding genes corresponding to about 90% of all the protein-coding genes of *S. pombe* was reproducibly detected. 

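By this rule, 4680 of the 5157 protein-coding genes on the array (90.8%) were detected in all 4 1 × N-EMM2 arrays. When the spots with an outlier flag were kept, 4679 genes were detected. With each array left out in turn, the number lay between 4680 and 4745.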

The histogram in Fig. 1b shows the distribution of mRNA numbers of the 4678 protein-coding genes based on the DNA microarray experiments. The values on the x-axis are the natural logarithms of the scaled number of each mRNA measured by the DNA microarray (see Methods). A large, almost symmetrical peak (the primary peak, indicated by the blue arrow in Fig. 1b) was observed at the center of the histogram; in addition, a small peak (the secondary peak, indicated by the orange arrow in Fig. 1b) was found in the high-level expression region. This secondary peak was successfully detected because of the improved quantitative accuracy of this study (see Supplementary Notes). 

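In the values computed from the scanner files, scaled so that the non-RP genes total 1000000, the primary peak of the smoothed histogram lay at 3.97 on the natural log scale, a scaled number of 53.0. The secondary peak lay at 8.75, a scaled number of 6311, and the trough between the peaks at 7.84. These positions are of the geometric mean over the 4 arrays.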

Previous studies on a variety of species have reported that the distribution of mRNA is well fitted with heavy-tailed distributions, such as the Pareto distribution or the double Pareto log-normal (dPLN) distribution^3^,^4^,^5^. However, the secondary peak has not been detected before, and therefore has not been taken into account in previous reports. Here, we wish to point out that it is difficult to fit the distribution shown in Fig. 1b with a single distribution function owing to the presence of the secondary peak in the high-level expression region. Thus, we examined the nature of the secondary peak closely. Intriguingly, 129 of the 180 genes included in the secondary peak were RP genes. 

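Of the 180 genes with the highest scaled number of mRNA, 131 were RP genes and 49 were non-RP genes. A boundary drawn at the trough of the histogram gave 181 genes, of which 131 were RP genes. With each array left out in turn, the 180 highest genes held 130 or 131 RP genes, and over all other alternatives they held at least 128.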

While *S. pombe* has 142 RP genes (shown in orange in Fig. 1b) coding 79 types of RP components, 90% of the RP genes were included in the secondary peak. 

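The RP genes in the secondary peak were 92.9% of the 141 RP genes measured. The median scaled number of mRNA was 6167 for the RP genes and 57.4 for the non-RP genes.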

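When the RP genes were left out, 4539 detected genes remained. The log-normal, gamma, double Pareto and dPLN distributions were fitted by maximum likelihood to the geometric mean of their scaled numbers over the 4 arrays. The Akaike information criterion was lowest for dPLN. It was higher by 202 for the double Pareto, by 294 for the log-normal and by 3617 for the gamma distribution.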

By excluding 142 RP genes, the distribution of mRNA in the remaining genes (4536 genes) was well fitted with the dPLN distribution, as shown in Fig. 1c,d. These results indicate that RP genes have a unique profile of gene expression levels.

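In each of the 4 arrays, the RP genes lay apart from the other detected genes in the same way: the mean of their log2 scaled numbers was higher by 6.41 to 6.56. From the large share of RP genes in the secondary peak, and from the fit of dPLN to the genes that remain without them, the paper concludes that the expression levels of RP genes have a profile of their own.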

### Simulation

According to the data shown in Fig. 1b, the mRNA of 142 RP genes accounted for 46% (SD = 0.63) of the total mRNA. 

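In the scanner values, the mRNA of RP genes made up 47.5%, 48.9%, 47.9% and 49.0% of the signal of the detected protein-coding genes in replicates 1, 2, 3 and 4 of the 1 × N-EMM2 culture. As a fraction, this was 0.483 ± 0.0075 (SD, n = 4). In the deposited table of gene values, where the authors corrected the RP probes for paralogs, it was 0.462 ± 0.0073 (SD, n = 4).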

If the rate of the translational initiation is the same for all mRNA species, 46% of translational initiation reactions are expected to occur for RPs. Following the translation of the RP mRNA, the newly synthesized RPs are assembled into a new ribosome, which participates in further translation reactions. At the same time, a ribosome translates mRNA of many non-RP genes that are necessary for cell proliferation. In proliferating cells, a constant number of ribosomes are maintained and distributed for translation of RPs and non-RPs (Fig. 2). It can be assumed that the fraction of mRNA of RP genes in the total mRNA represents an index approximately showing the fraction of ribosomes used for producing ribosomes. Thus, in the following simulation, we define “r-fraction” as the fraction of mRNA of RP genes out of the total mRNA. To clarify the relationship between the number of ribosomes and the r-fraction in proliferating cells, we designed a simulation based on the steps of the following algorithm (Fig. 2).

1. The total number of mRNA is divided into two groups: mRNA for the RP and non-RP genes, according to the r-fraction. The ratio of mRNA in each group is constant throughout the whole process.
2. Each mRNA molecule has an equal chance of being selected by a ribosome to produce proteins during the process of translation. Therefore, the probability of each protein being produced is proportional to the number of mRNA of each protein gene. The number of mRNA for each gene is provided by the microarray data.
3. The start and end of translation of all ribosomes in the cell is synchronized. This round of translation is defined as one iteration. One ribosome is assembled by one set of 79 types of RP. Thus, the number of ribosomes in the next iteration increases by the fewest proteins of each of the 79 types of RP synthesized at the previous iteration. 

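In the 1 × N-EMM2 culture, the summed values of the paralogs differed widely among the 79 subunits. The scarcest was L39 with 1.43 ± 0.131 permille (SD, n = 4) of the signal of all detected protein-coding genes, followed by L41 with 1.99 ± 0.119 permille and S28 with 2.21 ± 0.0926 permille. L39 is coded by *rpl39* alone (SPCC663.04), at 1641021 to 1641176 on chromosome 3 in the build of the array's annotation (Spombe:NCBI:Feb2002). The most abundant subunit was L8, coded by *rpl801*, *rpl802* and *rpl803*.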

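L39 was the subunit with the fewest transcripts in each of the 8 arrays of the continuous cultures. In the simulation, the single probe of *rpl39* thus sets how many ribosomes are added in each iteration.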

All ribosomes in the cell participate in translation.
4. A critical protein number M is given to determine when the cell divides. The cell divides when the number of non-RPs newly synthesized exceeds that M value. At the time of cell division, ribosomes are equally distributed to the daughter cells and RPs that have not been assembled into a ribosome are eliminated.

At the start of the simulation, all the RPs have been assembled into a ribosome. The initial number of ribosomes (R_0_) and the critical protein number M are given at the start of each simulation.

The results of the simulation are shown in Fig. 3. In this simulation, the critical protein number M was set to 1.4 × 10^8^; the initial number of ribosomes R_0_ was set to 1 × 10^5^, 4 × 10^5^, or 1 × 10^6^. 

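The geometric mean of the scanner values over the 4 1 × N-EMM2 arrays, without the correction for paralogs, was entered into the simulation. The algorithm was computed with expected values in place of random draws, for 20 divisions.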

An r-fraction value of 0.46 was used corresponding to the measurements in the cells continuously cultured in EMM2. In Fig. 3a,b, the x-axes indicate the number of divisions, and the y-axes indicate the number of ribosomes in each cell just after cell division and the number of iterations required for division, respectively. As shown in Fig. 3a,b, the number of ribosomes for each cell and the number of iterations at each division approached a constant value irrespective of the initial number of ribosomes (R_0_). 

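From a start of 100000 ribosomes, the number in each cell was 243949 after 1 division, 378810 after 5, 387337 after 10 and 388006 after 20. From a start of 400000 it was 387872, and from a start of 1000000 it was 388037 after 20 divisions. The 3 numbers differed by at most 0.0425%, and 486 iterations were required for the last division from each start.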

Figure 3c shows the mRNA distribution for different values of the r-fraction (abbreviated to r) where r = 0.3, 0.4, and 0.5. This distribution was derived from the r-fraction shown in Fig. 1b by multiplying the number of mRNA of 142 RP genes with a constant value. 

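For the scanner values, multiplying the RP genes by 0.457, 0.711 and 1.07 gave r = 0.3, 0.4 and 0.5.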

The position of the secondary peak found in Fig. 1b shifted from left to right as the r-fraction increased. 

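The secondary peak lay at 7.92, 8.36 and 8.85 on the natural log scale for r = 0.3, 0.4 and 0.5. The median of the RP genes lay at 7.94, 8.39 and 8.79.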

Figure 3d,e show the simulation results for the number of ribosomes and the number of iterations required for cell division, respectively, for three values of the r-fraction (r = 0.3, 0.4, and 0.5), in which M = 1.4 × 10^8^ and R_0_ = 4 × 10^5^ were given and the number of mRNA for each gene was the same as in Fig. 3a except for the RP genes. 

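With the scanner values, 413304 ribosomes were obtained for each cell at r = 0.5, 275858 at r = 0.4 and 177174 at r = 0.3. The number was lower by 33.3% at the step from 0.5 to 0.4, and by 35.8% at the step from 0.4 to 0.3. These steps follow from the algorithm. When all RP genes are multiplied by a constant, the number is proportional to the RP share over the non-RP share. That alone gives 33.3% and 35.7% for any array values, so the steps are no test of the data.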

The number of ribosomes for each cell decreased by 33–36% as the r-fraction decreased by every 0.1 (Fig. 3d). A larger r-fraction caused cells to proliferate with fewer iterations (Fig. 3e). These simulation results evoke the question of whether the number of ribosomes is adjusted in living cells by changing the r-fraction — in other words, by shifting the second peak in the mRNA distribution. 

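The number of iterations required for cell division was 470 at r = 0.5, 588 at r = 0.4 and 783 at r = 0.3.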

To answer this question, we next measured RNA levels in the cells that proliferated in low-nitrogen conditions, expecting that ribosomes would decrease.

### Low-nitrogen culture

Cells of *S. pombe* heterothallic haploid strains stop proliferation when nitrogen in the culture medium is exhausted, and the cell cycle is blocked at the G1 phase^6^. In continuous culture, the cell can proliferate without exhausting nitrogen because the nitrogen concentration is kept constant in the medium while cell growth is maintained. We investigated whether *S. pombe* cells could proliferate in a series of different NH_3_ concentrations by using the EMM2 medium, and found that the cells could proliferate at 100 times lower NH_3_ than in the standard EMM2 medium (we refer to it as 1/100 × N-EMM2 and the standard EMM2 as 1 × N-EMM2 in the following). The NH_3_ concentration at the 1/100 × N-EMM2 was about 0.93 μmol·mL^−1^; the amount of NH_3_ for each cell was about 190 fmol at the cell density of 5 × 10^6^ cell·mL^−1^. On the other hand, the amount of nitrogen included in the cell was estimated at about 170 fmol for a cell volume of 80 fL (see Methods). Thus, 190 fmol of nitrogen is almost equal to the amount of nitrogen included in one cell, and is expected to be consumed in one cell cycle. Based on this estimation, we used 1/100 × N-EMM2 as the minimal concentration of nitrogen that allows *S. pombe* cells to continue proliferation.

The results of continuous cultures in 1/100 × N-EMM2 are shown in Fig. 4a. The maximum DR of the culture medium was 0.24 (SD = 0.0022), which was slightly lower than that in 1 × N-EMM2. The doubling time calculated from the DR was approximately 174 minutes (SD = 1.6), 5% longer than that in 1 × N-EMM2 (Fig. 4b). Comparing the efficiency of colony formation on the YES plate during continuous culture in 1 × N-EMM2 and 1/100 × N-EMM2, there were no differences in the viability of the cells between these two nitrogen concentrations (Fig. 4c). The average cell volume was 75.2 fL (SD = 0.92), 12% smaller than that in 1 × N-EMM2 (85.5 fL; SD = 0.50) (Fig. 4d).

### Gene expression in low-nitrogen culture

In our measurements, the amount of total RNA per cell was 2.47 pg (SD = 0.24) and 1.46 pg (SD = 0.21) in the 1 × N-EMM2 and 1/100 × N-EMM2 cultures, respectively. We also measured the ratio of 18S and 28S rRNA included in the total RNA by using a BIO-analyzer (Agilent). In addition to the total amount of RNA, the amounts of both rRNA species in the 1/100 × N-EMM2-cultured cells decreased by about 40% compared with those in the 1 × N-EMM2-cultured cells (Fig. 5a–c). Thus, it can be assumed that the number of ribosomes decreases by about 40% in the 1/100 × N-EMM2 culture. 

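RNA from 4 independent continuous cultures in 1/100 × N-EMM2, in which the NH_4_Cl of the medium is reduced 100-fold, was hybridized to 4 arrays and processed in the same way as for 1 × N-EMM2. In these arrays, 2.15% to 2.99% of the spots carried an outlier flag, 80.6% to 82.1% were well above background, and the median signal was 5.91 to 7.59 times the local background. The 75th percentile of the signal was 411 to 610, and 384 to 533 in the 1 × N-EMM2 arrays. The 8 arrays lay on 3 slides. Slide 1 held 1 × N-EMM2 replicate 1, slide 2 held 1 × N-EMM2 replicate 2 with 1/100 × N-EMM2 replicates 1 and 2, and slide 3 held replicates 3 and 4 of both cultures. In 1/100 × N-EMM2, 4707 protein-coding genes were detected, and 4724 were detected in at least 1 of the cultures. They were measured by 4682 probes. Single genes were compared on the log2 scale with limma, with Benjamini-Hochberg adjustment over these probes. Where a probe was not well above background on any array of a culture, its difference is given as a limit. The limit sets the bright culture's mean against, for each array of the dim culture, the lowest signal of the probes that were well above background, or the probe's own where that was higher. Some probes that were not well above background lay higher than this lowest signal, so a limit holds only for this choice of floor.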

We next measured the level of gene expression by DNA microarray analysis using RNA isolated from the 1/100 × N-EMM2-cultured cells. To compare relative values of gene expression, we scaled the microarray data by normalizing the total number of mRNA per cell in the 1 × N-EMM2 and 1/100 × N-EMM2 cultures to be equal in number (Fig. 5d,e; see Methods for details). 

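With the total of each array set to 1000000, the median log2 ratio of the 1/100 × N-EMM2 over the 1 × N-EMM2 culture over all genes was 0.19. At an adjusted p of 0.05, limma called 1073 of the 4682 probes, 975 higher and 98 lower in 1/100 × N-EMM2. Of these, 106 were higher and 9 were lower by more than 2-fold. The direction of the smaller changes followed the scaling. When each array was scaled to its 75th percentile instead, the median log2 ratio was -0.01, and limma called 368 probes higher and 391 lower. The number called was 424 without 1 × N-EMM2 replicate 4 and 1531 without 1/100 × N-EMM2 replicate 1, the lowest and highest with 1 array left out.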

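The ratio of the geometric means of the 1/100 × N-EMM2 and 1 × N-EMM2 cultures lay between 0.5 and 2 for 4603 of the 4724 detected genes in the scanner values (97.4%). The other 121 genes were higher or lower by more than 2-fold. When all probes were kept without a filter for detection, 5017 genes were within 2-fold, a share of 97.3%. After normexp background correction, the share was 98.4%.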

The ratio of the mRNA expression profile between the 1 × N-EMM2- and 1/100 × N-EMM2-cultured cells was 0.5–2 for 4602 out of 4722 genes (97%), as indicated by the yellow lines in Fig. 5d. This suggests that the absolute number of mRNA for most of the genes decreased proportionally when the total amount of RNA was reduced by 40% in the 1/100N-EMM2 culture. 

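In the 1/100 × N-EMM2 culture, 25 genes had a geometric mean more than 4 times that in 1 × N-EMM2, and 0 of these 25 lay outside Table 1.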

Our results for the proportional decrease of mRNA levels suggest that responses to nitrogen starvation did not occur in the 1/100 × N-EMM2 culture because mRNA expression would have been induced by more than four times in over 1000 genes if nitrogen starvation had occurred in *S. pombe*^7^.

Among the 4722 genes detected, 59 were reproducibly found in four independent experiments that increased their relative mRNA levels by more than twice in the 1/100 × N-EMM2 culture compared with the 1 × N-EMM2 culture (Table 1). In these genes, the absolute mRNA levels increased, or decreased less, compared with the many other genes. 

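In the scanner values, the ratio was above 2 in each of the 4 pairs of cultures with the same replicate number for 51 genes, and 50 of these are in Table 1. After another background correction (normexp) it was above 2 in each pair for 33 genes. Of the 51 genes, SPBC8E4.03 is not in Table 1 and is named here because its values were seen. Its log2 ratio was 1.38 (standard error 0.19, adjusted p = 0.00209 from limma). When each 1/100 × N-EMM2 array was set against the geometric mean of the 4 1 × N-EMM2 arrays, a comparison chosen after the data were seen, exactly 59 genes were above 2-fold in every array, and 59 of these are in Table 1. The ratio of the geometric means of the cultures was above 2 for 109 probes, which stand for 111 genes. limma called all 59 genes of Table 1 among the probes tested, and all 59 when adjusted over the list alone. Since the list was chosen from these cultures, neither of these counts is independent evidence. The highest log2 ratio of those measured in both cultures was 5.05. The median over all 59 was 1.91, also with the limits below in place. The largest ratio of the 4 pairs lay in pair 3 for 52 of the 59 genes.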

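Of the 59 genes, 6 were not well above background on any 1 × N-EMM2 array, so only a limit can be given. SPAC869.04, a predicted formamidase-like gene at 5511137 to 5512369 on chromosome 1 (Spombe:NCBI:Feb2002), was at least 519-fold higher in 1/100 × N-EMM2. The predicted urea transporter SPAC869.03c beside it, at 5512757 to 5514742, was at least 115-fold higher. The calcium transporter *cta3* was at least 10.5-fold and the predicted amidase SPAC869.01 at least 9.84-fold higher. These limits depend on the floor and the background correction. Over the alternatives, the lowest log2 ratio was 5.91 for SPAC869.04, 3.735 for SPAC869.03c, 1.18 for *cta3* and 1.16 for SPAC869.01. Each of these lies under the limit given. The largest ratio measured in both cultures was that of the predicted amino acid permease SPBPB2B2.01, with a scaled number of 2.66 ± 1.65 in 1 × N-EMM2 and 85.2 ± 42.2 in 1/100 × N-EMM2 (SD, n = 4), a log2 ratio of 5.05 (standard error 0.40, adjusted p = 0.000105 from limma). It was detected in 3 of the 4 1 × N-EMM2 arrays. The amino acid permease *isp5* had 67.0 ± 8.63 and 1135 ± 526, a log2 ratio of 3.99 (standard error 0.26). The log2 ratio was 3.88 for *urg1*, 3.40 for the siderophore-iron transporter *str3*, 3.24 for the oligopeptide transporter *isp4* and 2.75 for the predicted nucleoside transporter SPCC285.05, with standard errors between 0.18 and 0.44. Outside Table 1, the largest rise that had the same direction in all 4 pairs was that of the predicted sulfonate dioxygenase SPCC576.01c. Its log2 ratio was 1.77. Next was SPBP4G3.03, related to a proteasome regulator, with a fitted log2 ratio of 1.69. SPBP4G3.03 was not well above background on any 1 × N-EMM2 array. Its own signal there sets the limit, so the limit of 3.22-fold is the fitted ratio itself and no lower bound. The size rests on the background correction: the log2 ratio was 0.61 after normexp. These rises were followed by the dipeptide transporter SPCC757.13 with 1.63, the copper amine oxidase *cao1* with 1.47 and the sulfate transporter SPAC24H6.11c with 1.44. SPCC757.13 was no longer called without 1 × N-EMM2 replicate 2 (adjusted p = 0.0529 from limma).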

In a previous report^7^, the genes induced by nitrogen starvation are classified into four groups according to the stages at which they are expressed: (1) the starvation/pheromone induction, (2) early meiosis, (3) middle meiosis, and (4) late meiosis. Thirty-eight genes out of 59 in Table 1 were included in these four groups: 35 in the starvation/pheromone induction, 2 in middle meiosis, and 1 in late meiosis. 

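In the scanner values, the 35 genes with the label induced had a median log2 ratio of 2.05, and the lowest was 1.44. The 2 genes of middle meiosis had 1.51 and 1.73, and the gene of late meiosis, *urg1*, is given above. The 21 genes without a label had a median of 1.75. The ratio was above 2 in every pair for 32 of the 35 genes, and for 16 of the 21 genes.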

Genes related to amino acid transport and amino acid metabolism were included in the list of 59 genes. 

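From the descriptions in Table 1, 6 genes were taken as genes of amino acid transport (*isp5*, SPBPB2B2.01, *per1*, *put4*, SPCC74.04 and SPCC965.11c). Their median log2 ratio in the scanner values was 2.30. The 8 genes of amino acid metabolism (*mmf2*, SPAC186.03, SPBPB21E7.09, *uga1*, SPAC1039.08, *arg7*, SPCC320.14 and SPCC1450.07c) had a median log2 ratio of 1.93, from 1.41 to 2.50. The grouping was made after the data were seen. The ratio was above 2 in every pair for all 6 and for 7 of the 8 genes.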

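The gene *ste11* (SPBC32C12.02), at 3985586 to 3986992 on chromosome 2 (Spombe:NCBI:Feb2002), codes for a transcription factor. Its scaled number of mRNA was 16.2 ± 3.06 in 1 × N-EMM2 and 17.9 ± 4.16 in 1/100 × N-EMM2 (SD, n = 4). The log2 ratio was 0.13 (standard error 0.19, adjusted p = 0.609 from limma), within the spread between the cultures. In the pairs of cultures with numbers 1 to 4 it was -0.03, 0.69, -0.59 and 0.42. The direction depended on the scaling: the log2 ratio was -0.07 with the arrays scaled to the 75th percentile and -0.12 after quantile normalization.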

Interestingly, the *ste11* gene, one of the central regulators that induce meiosis upon nitrogen starvation^8^, did not increase in the 1/100 × N-EMM2-cultured cells. It follows that the cells detected the shortage of nitrogen sources and continued proliferation in the 1/100 × N-EMM2 culture condition without arresting the cell cycle, unlike in the response to nitrogen starvation.

### Distribution of mRNA in low-nitrogen culture

The relative number of mRNA in most of the genes in the 1/100 × N-EMM2 culture changed by less than twice compared with the 1 × N-EMM2 culture, as mentioned above (dots scattered above and below the yellow diagonal line in Fig. 5d). 

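Among the 180 probes with the highest values, 54 were probes of non-RP genes. The mean of their log2 scaled numbers, relative to the other non-RP genes, was 6.34 ± 0.065 in 1 × N-EMM2 and 6.13 ± 0.128 in 1/100 × N-EMM2 (SD, n = 4), lower by more than the spread between the arrays (exact permutation test, two-sided, p = 0.0286, the smallest p that 4 arrays against 4 allow).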

In the high-expression region (marked by the circle in Fig. 5d), many genes exhibited a reduction in the relative number of mRNA in the 1/100 × N-EMM2 culture compared with that in the 1 × N-EMM2 culture (dots accumulated below the blue diagonal line). This is more clearly seen in Fig. 5e, in which the difference in the relative number of mRNA between 1 × N-EMM2- and 1/100 × N-EMM2-cultured cells (y-axis) is plotted against the relative number of mRNA in the 1 × N-EMM2-cultured cells (x-axis). 

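Of the 141 RP genes, 137 (97.2%) had a lower geometric mean in 1/100 × N-EMM2 than in 1 × N-EMM2. Of the 4583 other genes compared, 911 (19.9%) had a lower one. The number of RP genes that were lower was 141 with scaling to the 75th percentile and 101 with quantile normalization. These counts depend on the scaling, under which the median log2 ratio of all genes was 0.19, and -0.01 with scaling to the 75th percentile. The median log2 ratio was -0.14 for the RP probes and 0.20 for the non-RP probes. limma called 4 of the 136 RP probes lower and 0 higher. The number called depended on the processing. It was 62 with scaling to the 75th percentile, 23 with an intensity trend and 14 with the slide as a block, and it ranged from 0 (without 1 × N-EMM2 replicate 2, 3 or 4 or 1/100 × N-EMM2 replicate 2) to 8 (without 1/100 × N-EMM2 replicate 1) with 1 array left out.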

Many RP genes (plotted in orange) are included in the group of genes whose relative number of mRNA decreased in the 1/100 × N-EMM2 culture in the high-expression region. 

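The mean log2 scaled number of the RP genes, relative to the other genes, was 6.48 ± 0.063 in 1 × N-EMM2 and 6.13 ± 0.19 in 1/100 × N-EMM2 (SD, n = 4). The difference of -0.35 exceeded the spread between the arrays (exact permutation test, two-sided, p = 0.0286), and it was -0.32 on slide 2 and -0.43 on slide 3. The rotation test fry of limma gave p = 0.0128 for the RP probes as a set, and camera with an estimated correlation gave p = 0.0299. The latter did not hold under other choices: camera of limma, with an estimated correlation, had a p of 0.154 with scaling to the 75th percentile, 0.0664 with the slide as a block, 0.455 with quantile normalization, 0.0665 without 1 × N-EMM2 replicate 2 and 0.0586 without 1/100 × N-EMM2 replicate 2. Quantile normalization, which gives all arrays the same distribution of values, moved the difference most and left -0.06 (exact permutation test, two-sided, p = 0.0571). Each RP gene was also set against the 5 non-RP genes of nearest brightness, 83 genes in all. Relative to these, the RP genes differed by -0.09 between the cultures, which is within the spread between the arrays (exact permutation test, two-sided, p = 0.171).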

Reflecting these results, the r-fraction decreased to 0.42 (SD = 0.02) in the 1/100 × N-EMM2 culture from 0.46 in the 1 × N-EMM2 culture (Fig. 6a). 

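In the scanner values, the r-fraction of 1/100 × N-EMM2 replicates 1, 2, 3 and 4 was 0.466, 0.438, 0.413 and 0.450, with a mean of 0.442 ± 0.022 (SD, n = 4). Each of these was lower than in any 1 × N-EMM2 array, and the difference of the means was -0.0416 (exact permutation test, two-sided, p = 0.0286). In the deposited table of gene values, the mean for 1/100 × N-EMM2 was 0.421 ± 0.022 (SD, n = 4), and the difference was -0.0410 (exact permutation test, two-sided, p = 0.0286). The difference was -0.0374 among the arrays of slide 2 and -0.0529 among those of slide 3. Over both slides, arrays permuted only within a slide gave p = 0.111 (exact permutation test, two-sided), where 0.0556 is the smallest p that this design allows. Quantile normalization moved the difference most, to -0.00909 (exact permutation test, two-sided, p = 0.0571). The paper relates the lower r-fraction to the reduced relative number of mRNA of the RP genes.

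**Figure D1:**
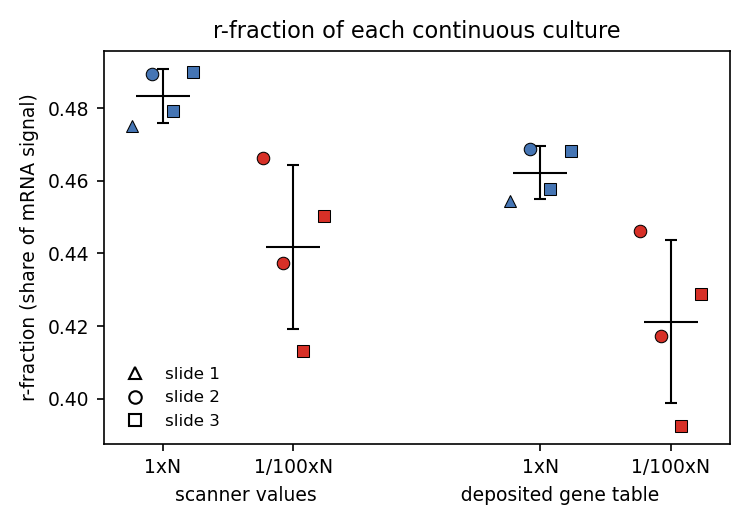
The r-fraction of each array of the 1 × N-EMM2 (blue) and 1/100 × N-EMM2 (red) cultures, from the scanner values on the left and from the deposited table of gene values on the right. The y-axis is the share of RP genes in the mRNA signal and does not start at 0; symbols show the slide, and horizontal lines and bars show the mean and SD of 4 arrays. All 1/100 × N-EMM2 arrays lie below all 1 × N-EMM2 arrays, at 0.413 to 0.466 in the scanner values.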

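In the geometric mean of the 4 1/100 × N-EMM2 arrays, the secondary peak lay at 8.55 on the natural log scale, the primary peak at 4.04 and the trough at 7.85. The median of the RP genes was 8.73 ± 0.033 in 1 × N-EMM2 and 8.56 ± 0.083 in 1/100 × N-EMM2 (SD, n = 4), a difference of -0.17 that exceeded the spread between the arrays (exact permutation test, two-sided, p = 0.0286). The top of the smoothed secondary peak, found in each array, differed by -0.19, which did not exceed the spread (exact permutation test, two-sided, p = 0.0857).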

In the histogram showing the distribution of mRNA in the 1/100 × N-EMM2-cultured cells, the secondary peak shifted slightly to the left compared with that in the 1 × N-EMM2-cultured cells (Fig. 6b). We then simulated the number of ribosomes in the 1/100 × N-EMM2-cultured cells under the same conditions as in Fig. 3a except that we used the data for the mRNA number in the 1/100 × N-EMM2 culture (r = 0.42). The result of this simulation is shown in Fig. 6c. The number of simulated ribosomes in the 1/100 × N-EMM2-cultured cells was approximately 324,000, i.e., a decrease of only about 15% from that in the 1 × N-EMM2 culture. 

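With the scanner values, the simulation gave 329493 ribosomes for the geometric mean of the 1/100 × N-EMM2 arrays, in 529 iterations, and the number decreased by 15.1% from that in 1 × N-EMM2. When each array was simulated by itself, the number was 388101 ± 38107 in 1 × N-EMM2 and 330089 ± 46750 in 1/100 × N-EMM2 (SD, n = 4). This difference did not exceed the spread between the cultures (exact permutation test, two-sided, p = 0.114). That test takes no account of the slide. On slide 2, the number was 389264 in 1 × N-EMM2, and 360054 and 278971 in 1/100 × N-EMM2. On slide 3, it was 415362 and 413937 in 1 × N-EMM2, and 303103 and 378230 in 1/100 × N-EMM2. The overlap came from 1 × N-EMM2 replicate 1 with 333839, which lay alone on slide 1. The scarcest subunit, L39, made up 1.31 ± 0.155 permille of the signal in 1/100 × N-EMM2, and the log2 ratio of *rpl39* between the cultures was -0.13 (standard error 0.11, adjusted p = 0.36 from limma). When L39 was left out of the 79 subunits, which moved the result most, the number for the geometric mean was 540710 in 1 × N-EMM2 and decreased by 9.60% to 488790 in 1/100 × N-EMM2 (exact permutation test over single arrays, two-sided, p = 0.171).

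**Figure D2:**
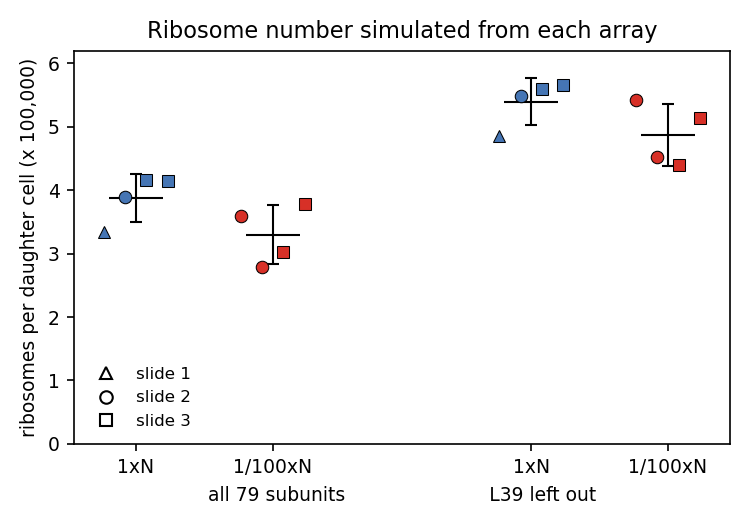
Number of ribosomes in each daughter cell, simulated from each array of the 1 × N-EMM2 (blue) and 1/100 × N-EMM2 (red) cultures, with all 79 subunits on the left and without L39 on the right. Symbols show the slide, and horizontal lines and bars show the mean and SD of 4 arrays; with all subunits, the means are 388101 and 330089, and the arrays of the cultures overlap.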

The reduction of the r-fraction from 0.46 to 0.42 can only partly explain the decrease of ribosomes, as our experiments estimated the number of ribosomes to be reduced by about 40% in the 1/100 × N-EMM2 culture compared with that in the 1 × N-EMM2 culture based on measurements of total RNA per cell.

### Critical protein number in low-nitrogen culture

There was a significant difference in the reduction in the number of ribosomes in the 1/100 × N-EMM2-cultured cells between the simulated value and the value estimated by RNA measurements. In this simulation, the same value of the critical protein number M was used for simulating the 1 × N-EMM2 and 1/100 × N-EMM2 conditions. However, the value of M, which represents the number of non-RPs required for cell division, may vary according to the nutritional conditions. Thus, the discrepancy between simulations and experiments might arise from the application of the same fixed value of M to high- and low-nutrient conditions, and different M values may need to be applied for different conditions.

To consider this possibility, we measured the amounts of total protein per cell in each condition, and found that the total amount of protein per cell decreased by about 30% in the 1/100 × N-EMM2-cultured cells (7.25 pg per cell; SD = 0.89) compared with the 1 × N-EMM2-cultured cells (10.2 pg per cell; SD = 0.32) (Fig. 6d). A reduction of the amount of total protein was observed in the 1/100 × N-EMM2-cultured cells, suggesting that the critical protein number M should be appropriately reduced in the simulation for low nitrogen sources.

Thus, we conducted a simulation by adopting the following conditions: values for the critical protein number M ranged from 0.8 × 10^8^ to 1.8 × 10^8^ combined with two values of mRNA number in the 1 × N-EMM2-cultured cells (r = 0.46) and in the 1/100 × N-EMM2-cultured cells (r = 0.42). The results of the simulation are shown in Fig. 6e. When the r-fraction was fixed, the number of ribosomes seemed to be proportional to the M value, which means that a 30% lower M value led to a 30% reduction in ribosomes (i.e., 70% ribosome production). On the other hand, reduction of the r-fraction from 0.46 to 0.42 reduced the number of ribosomes by 15% for each M value (i.e., 85% ribosome production). 

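With the 1 × N-EMM2 scanner values, 221729 ribosomes were obtained at the lowest M of Fig. 6e and 498575 at the highest, which is 2.77 ribosomes per 1000 units of M at each. At an M lower by 30%, the number was 271518, lower by 30.0%.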

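Replacing the 1 × N-EMM2 by the 1/100 × N-EMM2 scanner values lowered the number of ribosomes by 15.0% at the lowest and by 15.0% at the highest M of Fig. 6e. Over the 6 values of M, the decrease was 15.0% to 15.1%. By the algorithm, the number is proportional to M. Neither that proportion nor the equal decrease at each M is therefore a test of the array values.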

When the 30% reduction in M value was combined with the r-fraction reduction from 0.46 to 0.42, the decrease in the number of ribosomes was 40% (i.e., 70% × 85% ≈ 60% ribosome production). 

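With an M lower by 30% and the 1/100 × N-EMM2 scanner values, 230779 ribosomes were obtained for each cell, lower by 40.5% than with 1 × N-EMM2. The values from the arrays carry the spread between cultures given above, while the change of M has no replicate error in the simulation. From these runs, the paper reasons that reductions of M and of the r-fraction together give the decrease of ribosomes that it estimated from rRNA.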

In the experiments, when the ribosomes were reduced by 40%, as estimated by the amount of rRNA, the total protein was reduced at the lower level of 30% (Fig. 6d). This difference can be explained by the adaptation of the r-fraction from 0.46 to 0.42, as predicted by simulations. The reduction of the r-fraction caused the reduction of ribosome synthesis and thus resulted in the allocation of more ribosomes for non-RPs. These results indicate that the r-fraction is internally controlled to optimize the efficiency of protein synthesis by reacting to nutritional environments.

## Discussion

Since ribosomes are necessary for the synthesis of essential cell proteins, including the proteins of the ribosomes themselves, there is a trade-off between RPs and non-RPs in the use of ribosomes for synthesis. This trade-off is more critical for cell survival when resources are limited. In this report, we attempted to determine how many of the ribosomes are allocated to produce ribosomes when *S. pombe* cells were cultured with limited nitrogen sources. Such experiments have not been possible with a batch culture, but they have become possible by continuous culture.

To evaluate the fraction of ribosomes used to produce ribosomes, we defined the r-fraction as the fraction of the RP mRNA in the total mRNA. Our experimental measurements suggest that RP genes are controlled by a separate mechanism distinguished from non-RP genes, forming the characteristic secondary peak in the mRNA distribution; a change in the r-fraction causes a shift of the secondary peak (Fig. 3c).

Simulations indicate that when the r-fraction is given at a fixed value of M, the number of ribosomes per cell and the number of iterations for cell division reaches a constant value (Fig. 3a,b). Simulation also predicts the consequences of changing the r-fraction in growing cells (Fig. 3d,e): the number of iterations decreases and the number of ribosomes increases as the r-fraction increases. When the r-fraction is constant, the critical number of proteins is proportional to the number of ribosomes. Therefore, increasing the number of ribosomes without changing the r-fraction under unlimited resources can increase the critical number of proteins. However, when resources are limited, the number of ribosomes decreases, as shown empirically. Simulation shows that a reduced number of ribosomes can produce an increased critical number of proteins by lowering the r-fraction (Fig. 6e).

This is consistent with the experimental data; in the cells cultured in low nitrogen, the amount of total RNA and the amount of total rRNA both decreased by 40%, but the total amount of protein decreased by only 30% and the r-fraction decreased to 0.42 compared with 0.46 in the high-nitrogen culture. If the r-fraction did not change, the total protein decreased to the same extent as the decrease in rRNA. However, by reducing the r-fraction from 0.46 to 0.42, the cells were able to keep the total protein at a lower level of reduction (30%) while the rRNA decreased by 40%. Thus, a small reduction of the r-fraction can allocate limited resources to produce essential proteins more efficiently.

It is generally thought that the cell maintains the adequate number of ribosomes by controlling transcription of rRNA using Pol I in response to the environment^9^. In addition, it is also thought that RP mRNA transcription by Pol II and 5S rRNA transcription by Pol III are controlled cooperatively^2^. The cell employs the mechanism in which transcription of 28S/18S/5.8S rRNA by Pol I always changes in correlation with transcription of RP mRNA by Pol II. However, the level of non-RP mRNA has not been considered in the context of ribosome synthesis. In this report, we illustrated the influence of the level of non-RP mRNA on ribosome synthesis by introducing the r-fraction. As discussed above, if the r-fraction is unchanged, RP and non-RP decrease proportionally when the number of ribosomes decreases; in contrast, by reducing the r-fraction, the level of non-RP can be maintained while RP is reduced. Indeed, our experiments showed that the amount of rRNA and the r-fraction both decreased in the low-nitrogen culture. Thus, we propose that the cell has internal mechanisms to adapt to the nutritional environment not only by changing the number of ribosomes but also by modulating allocation of ribosomes for ribosome synthesis (i.e., r-fraction) to maintain the homeostasis of protein synthesis.

## Methods

### Continuous culture of *S. pombe* cells

The *S. pombe* 972 *h*^*−*^ strain was used in all experiments. The EMM2 medium^10^ was used for the 1 × N-EMM2 culture, and the EMM2 medium, in which the concentration of NH_4_Cl was changed to 0.05 g·L^–1^, was used for the 1/100 × N-EMM2 culture. Continuous culture was carried out with a chemostat and feed controller BMJ-01NC (ABLE-Biott) at 30 °C and 1.5 vvm (air volume per culture volume per minute) aeration, and stirred with a blade turbine at 600 rpm. The pH of the medium was 5.8. For experiments with the 1 × N-EMM2 medium, the *S. pombe* cells in the batch culture in EMM2 were transferred at mid log phase to the vessel after washing once with the EMM2 medium to produce 2 × 10^6^ cells·mL^−1^ in 600 mL EMM2. After culturing for some hours to grow at 5 × 10^6^ cells·mL^−1^ without feeding, the continuous culture started at a specific DR. During the continuous culture, the cell concentration was kept constant by removing the cell culture at a certain DR and continuously providing a fresh culture medium at the same rate as cells continued proliferating. When the DR was 0.25 per hour, 2.5 mL culture was continuously replaced for each minute [2.5 mL = 600 mL (culture volume) × 0.25 (DR)/60 (minutes)]. We set the DR at the maximum possible rate that did not wash out the cells. The DR was occasionally adjusted to keep the cell density at around 5 × 10^6^ cells·mL^−1^. The DRs during 72 h culture were averaged. Doubling time (DT) can be calculated from the DR with DT = ln(2)/DR, as described^11^. For the experiment with the 1/100 × N-EMM2 medium, the pre-batch culture was carried out in EMM2 with 16 times diluted NH_4_Cl and washed with the EMM2 with 1/100 × N. Density and viability of cells during culture were checked with a small volume (e.g., 2.5 mL) taken from the culture: when the DR was 0.25 per hour, the volume of culture taken was 2.5 mL corresponding to a one-minute flow. After these samplings, the feed-out pump was stopped for one minute to recover the culture volume. Cell density and cell volume were measured with the particle analyzer CDA-1000 (Sysmex). Cell viability was checked as follows: 300–500 cells for each sample taken at 48 h and 72 h were dissected on YES plates with the dissection microscope MSM (Singer Instruments). After 3 days of incubation at 30 °C, the colonies were counted.

### Estimation of amount of nitrogen per cell

The amount of nitrogen in a budding yeast cell is reported to account for 8% of its dry weight^12^ and water accounts for about 60% of the weight of a wet yeast cell^13^. According to the budding yeast values, we estimated the amount of nitrogen of fission yeast to be about 3% in weight of a living cell. The density of a living cell was assumed to be 1 pg·fL^−1^.

### Measurements of total protein and RNA

For calculating the average amount of total protein and RNA for a cell, the total protein and RNA should be isolated from a known number of cells. After 72 h of continuous culture, cells were harvested by filtration. Then, the wet pellet of cells was divided into three parts and the weight of each part was measured. One of the three parts was suspended in a fixed volume of water and the cell number of the cell suspension was counted with the particle analyzer CDA-1000 (Sysmex) to give the number of cells in the wet pellet per weight. Total protein and RNA were isolated from the remaining two parts of pellet.

Total protein was isolated and measured as follows: the cell pellet containing approximately 3 × 10^7^ cells was suspended in 100 μL of the lysis buffer (2% sodium dodecyl sulfate (SDS); 10% glycerol; 60 mM Tris-HCl, pH 6.6; 8 M urea) and boiled at 100 °C for 5 min, then cooled on ice. Cells were disrupted with 0.5 mm glass beads using the Multi-Beads Shocker (Yasui Kikai) at 2,700 rpm for 1 min (repeated four times). The resulting cell extracts were centrifuged at 100,000 *g* for 10 min. After recording the volume of the supernatant, its protein concentration was measured using a Bio-Rad DC Protein Assay Kit (Bio-Rad).

Total RNA was isolated and measured as follows. The cell pellet was frozen with liquid nitrogen. The frozen cell pellet was mixed with 500 μl of TES (10 mM Tris pH 7.5, 10 mM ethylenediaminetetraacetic (EDTA) pH 8, 0.5% SDS) and 500 μl of acidic phenol-chloroform on ice. The sample was incubated at 65 °C for 1 hour, and then placed on ice for 1 min. The sample was transferred to a phase lock tube (MaXtractTM HighDensity 2 ml Qiagen) and was centrifuged for 5 min at 15100 *g* at 4 °C. The water phase of the sample (500 μl) was mixed with 500 μl of acidic phenol-chloroform in a new phase lock tube. The sample was centrifuged for 5 min at 15100 *g* at 4 °C. The water phase of the sample (500 μl) was mixed with 500 μl of chloroform in a new phase lock tube. The sample was centrifuged for 5 min at 15100 *g* at 4 °C. Total RNA was purified from the water phase by ethanol precipitation. After resolving the RNA pellet in a fixed volume of water, the concentration of the isolated RNA was measured with a ND-1000 spectrophotometer (NanoDrop Technology). A small portion of the isolated RNA was also analyzed with a BIO-analyzer 2100 (Agilent) to check its purity and RNA composition.

### DNA microarray experiments

Cyanine-3 (Cy3)-labeled cRNA was prepared from 200 ng RNA using the LowInput QuickAmp Labeling Kit, one color including Cy3-CTP (Agilent Technologies) according to the manufacturer’s instructions, followed by RNeasy mini column purification (QIAGEN, Valencia, CA). Hybridization was carried out using the Gene Expression Hybridization Kit (Agilent Technologies) according to the manufacturer’s instructions except for the amount of Cy3-labeled cRNA (37.5 ng was used for each hybridization). After hybridization, microarrays were washed for 1 minute at room temperature with GE Wash Buffer 1 (Agilent) and for 1 minute with GE Wash buffer 2 (Agilent) at 37 °C, then immediately dried. Slides were scanned immediately after washing on the Agilent DNA Microarray Scanner (G2505C) using one color scan setting for 8 × 60 K array slides (scan area: 61 × 21.6 mm; scan resolution 3 μm; dye channel set to green; and green PMT set to 100%). The scanned images were analyzed using Feature Extraction Software (ver. 10.7.3.1, Agilent) using default parameters (protocol GE1-107_Sep09 and Grid: 038274_D_F_20120123) to obtain background-subtracted and spatially detrended processed signal intensities.

### Microarray data processing

The 6,767 probes (including 6711 *S. pombe* sequences and 56 control probes) were spotted multiply to fill 62,976 spots in each array. The median of the *gProcessedsignals* and an average of the *gIsWellAboveBG* (*gProcessedsignals* and *gIsWellAboveBG* are defined by the software Feature Extraction) of the spots for each probe were calculated to make a data set for 6,767 probes. When the average of *gIsWellAboveBG* of the spots for each probe was higher than 0.55, the probe signal was considered to be above the detection limit. The median was normalized by the 75 percentile method (the value at 75% was set to 2,500) to obtain values for the 6,767 probes. The measured values for these spots were assigned to the 6,657 *S. pombe* genes currently annotated in a public database. The values of probes that represent duplicated genes were divided by the number of duplicated genes to give corrected values to the genes. The values of probes that were cross-hybridized with paralogs were corrected using our custom correction probes (details are described in GPL18374 of Gene Expression Omnibus (GEO). The data sets of the microarray experiments were deposited at GEO (GSE68173).

### Scaling of mRNA numbers

Geometrical means of mRNA numbers for 5,157 protein-coding genes of *S. pombe* were calculated from four independent experiments. Scaling of mRNA numbers depended on the type of analysis as follows.

1. mRNA distribution analysis: we selected 4,678 genes in the 1 × N-EMM2 culture and 4,705 genes in the 1/100 × N-EMM2 culture that were reproducibly detected in the four independent experiments. The geometric mean was multiplied with a constant value so that the number of mRNA for non-RP genes totaled one million.
2. Simulation analysis: after performing (1), the scaled values of the paralogs of the same ribosomal subunit were summed for each of the 79 subunits.
3. Comparison between the 1 × N-EMM2 and 1/100 × N-EMM2 cultures: we selected 4,722 genes that were reproducibly detected in the four independent experiments either in the 1 × N-EMM2 culture or in the 1/100 × N-EMM2 culture. The geometric mean was scaled so that the total number of mRNA of the 4,722 genes totaled one million.

### Fitting analysis of mRNA distribution

Theoretical distributions were fitted to the empirical mRNA data by first removing RPs from the dataset to only account for the values contributing to the primary peak. An empirical cumulative distribution function (CDF) was generated from the normalized histogram and used as the basis for comparison with the following theoretical CDFs.

The *log-normal* (LN) distribution has two parameters 

 and 

, and its CDF is defined as:

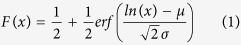

where *erf* is the Gaussian error function. The CDF of the Gamma distribution is defined as:

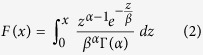

with the shape and rate parameters α, β > 0, respectively, and the gamma function Γ. For both, LN and Gamma, maximum likelihood estimators were used for deriving the distribution parameters.

We also compared the empirical data with two less well-known distributions that characterize the left and right tails with heavy tail parameters. The double Pareto (dP) distribution^14^ has the parameters α and β for both tails connected at X_0_. Its CDF is defined as:

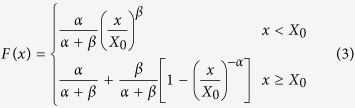

which we extended from its original definition^14^ to permit values other than X_0_ = 1. Finally, we also considered the double Pareto log-normal (dPLN) distribution^15^,^16^, which, as well as having heavy left and right tails with parameters α and β, also has a log-normal body, given by the log-normal mean ν and variance τ^2^.

Figure 1c,d show that while some fitted distributions matched either the left or the right tails rather well, only dPLN achieved an overall good fit for both tails. 

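For the scanner values, the one-sample KS test was computed against each fitted distribution, whose parameters had been estimated from the same 4539 genes. The largest distance between the CDFs was 0.0103 for dPLN, and the two-sided p was 0.713. The one-sided p was 0.428 in one direction and 0.376 in the other. The distance was 0.0348 for the double Pareto (two-sided p = 3.2e-05, n = 4539), 0.0481 for the log-normal (two-sided p = 1.48e-09) and 0.202 for the gamma distribution (two-sided p = 5.93e-163). Without a filter for detection, the distance was 0.0218 for dPLN, with a two-sided p of 0.0169, and 0.0207 for the double Pareto, with a two-sided p of 0.0273.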

To validate the goodness-of-fit of each distribution with the original data, we performed a one-sided Kolmogorov–Smirnov (KS) test, which rejected all distributions as a match at 5% significance level except for dPLN with a p-value of 0.162. The estimated parameters obtained from the fitting were as follows: LN (μ = 4.16, σ = 1.29), Gamma (α = 0.51, β = 430.34), dP (α = 0.97, β = 0.83, X_0_ = 63.88), and dPLN (α = 1.01, β = 1.46, ν = 3.83, τ = 0.61).

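From the scanner values, the parameters were μ = 4.16 and σ = 1.29 for LN, and a shape of 0.511 with a scale of 431 for Gamma. They were α = 0.887, β = 1.23 and X_0_ = 46.5 for dP, and α = 1.08, β = 2.81, ν = 3.59 and τ = 0.823 for dPLN.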

## Additional Information

**How to cite this article**: Chikashige, Y. *et al.* Cellular economy in fission yeast cells continuously cultured with limited nitrogen resources. *Sci. Rep.* **5**, 15617; doi: 10.1038/srep15617 (2015).

## Supplementary Material

Supplementary Notes

## Figures and Tables

**Figure 1:**
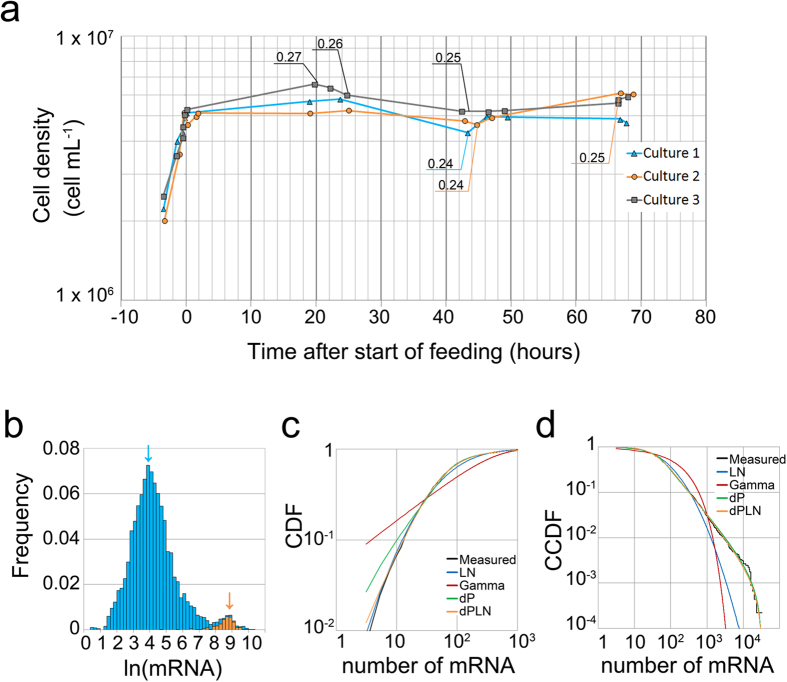
The continuous culture of *Schizosaccharomyces pombe* in the 1 × N EMM2 medium. (**a**) Cell density in three independent continuous cultures in 1 × N-EMM2. The continuous culture started at time = 0. The dilution rate (DR) was set to 0.25 at time = 0 for all cultures. The times when DR was changed are indicated by the DR values in the graphs. (**b**) Histogram of the natural logarithm of the scaled numbers of mRNA in cells continuously cultured in 1 × N-EMM2. The mRNA of ribosomal protein (RP) genes are shown in orange. (**c**,**d**) The distribution of the relative number of mRNA of the 4,536 non-RP genes was well fitted with the dPLN distribution. Cumulative density function (CDF) and complementary CDF (CCDF) are shown in (**c**,**d**), respectively.

**Figure 2:**
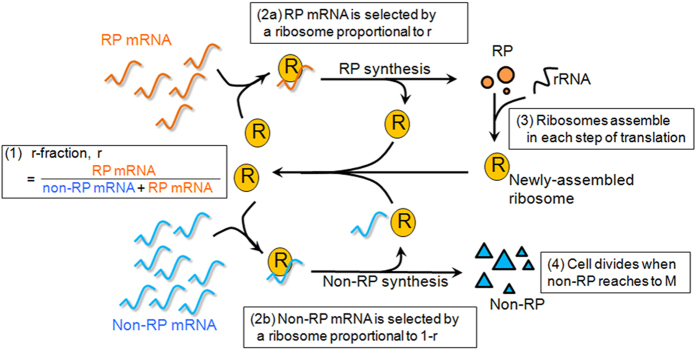
Models for simulation. Illustration of steps (1) to (4) of the simulation algorithm. Ribosomes are partitioned to ribosomal protein (RP) mRNA and non-RP mRNA according to the r-fraction (1). Following the translation of RP mRNA (2a), the newly synthesized RPs are assembled into a new ribosome, which participates in further translation reactions (3). At the same time, a ribosome translates non-RP mRNA to produce non-RPs (2b) that are necessary for cell proliferation (4).

**Figure 3:**
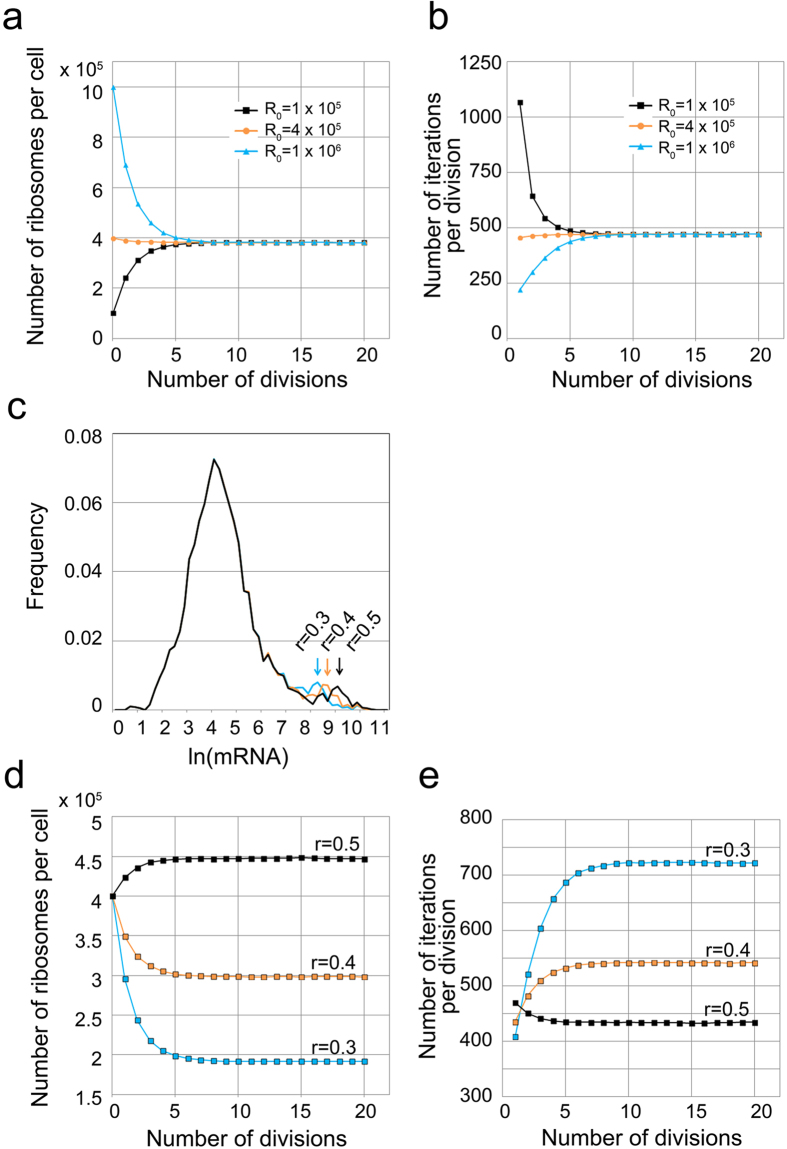
Results of the simulation. (**a**,**b**) Simulation results of the number of ribosomes (**a**) and the number of iterations required for cell division (**b**) as a function of number of divisions. The number of mRNA for each gene experimentally determined in 1 × N-EMM2 (r-fraction of 0.46) was used and the parameters M = 1.4 × 10^8^ and R_0_ = 1 × 10^5^, 4 × 10^5^, or 1 × 10^6^ were given in each simulation. The x-axis indicates the number of divisions, the y-axis indicates the number of ribosomes of each cell just after the cell division in (**a**), and the number of iterations required for division in (**b**). (**c**) Histogram of mRNA where the r-fraction (abbreviated as r) is set to 0.3, 0.4, and 0.5. (**d**,**e**) Simulation of the number of ribosomes and the number of iterations required for cell division for three values of the r-fraction, in which M = 1.4 × 10^8^ and R_0_ = 4 × 10^5^ were given, and the number of mRNA for each gene was the same as in (**a**) except in ribosomal protein (RP) genes.

**Figure 4:**
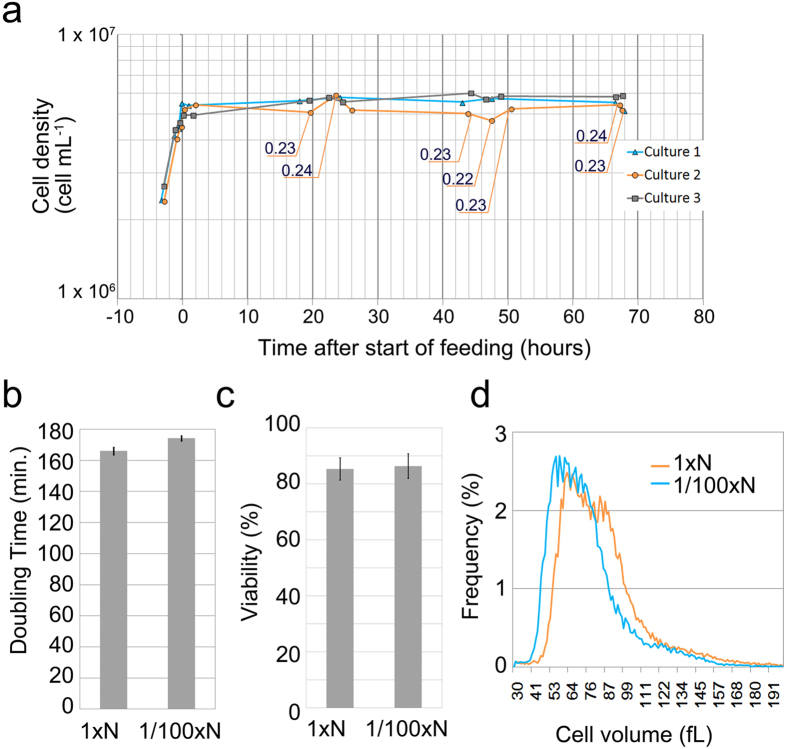
The continuous culture of *Schizosaccharomyces pombe* in the 1/100 × N-EMM2. (**a**) Cell density in three independent continuous cultures in 1/100 × N-EMM2. The continuous culture started at time = 0. The dilution rate (DR) was set to 0.24 at time = 0 for all cultures. The times when the DR was changed are indicated by the DR values in the graphs. There were no DR changes in cultures 1 or 3. (**b**) Doubling times calculated from the DRs for each culture condition. Average values shown are 166 minutes (SD = 2.3) for 1 × N-EMM2 and 174 minutes (SD = 1.6) for 1/100 × N-EMM2 in four independent cultures; the error bars show the standard deviation. (**c**) Cell viability was measured by colony formation efficiency at two time-points in two independent continuous cultures for each culture condition. The error bars show the standard deviation among the four measurements. Averaged values shown are 85.4% (SD = 3.98) for 1 × N-EMM2 and 86.4% (SD = 4.42) for 1/100 × N-EMM2. (d) Histogram of cell volumes measured by using a particle analyzer. Values shown are the average of four independent experiments

**Figure 5:**
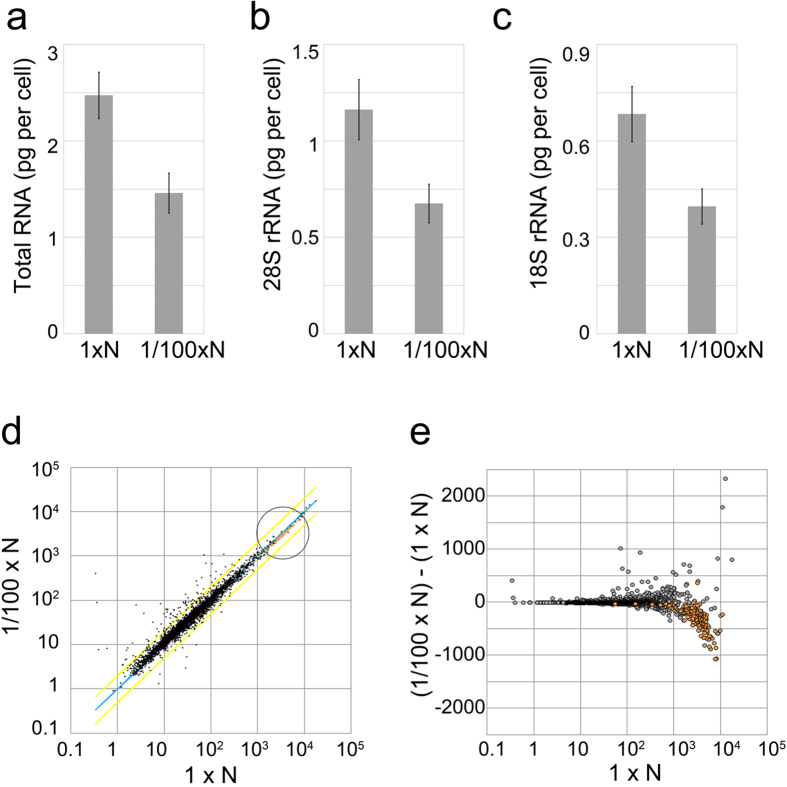
Measurements of RNA in the continuous cultures. (**a**–**c**) Amount of total RNA (**a**), 28S rRNA (**b**), and 18S rRNA (**c**) per cell cultured in 1 × N-EMM2 and 1/100 × N-EMM2. Values shown are the average of five independent experiments for 1 × N-EMM2 and four independent experiments for 1/100 × N-EMM2: 2.47 pg per cell (SD = 0.24) and 1.46 pg per cell (SD = 0.21) (**a**), 1.16 pg per cell (SD = 0.16) and 0.68 pg per cell (SD = 0.10) (**b**), 0.68 pg per cell (SD = 0.086) and 0.40 pg per cell (SD = 0.055) (**c**) for 1 × N-EMM2 and 1/100 × N-EMM2, respectively. The error bars show the standard deviation among experiments. (**d**) Scatter plot of the mRNA numbers in 1 × N-EMM2- and 1/100 × N-EMM2-cultured cells in double logarithmic scales. Each dot corresponds to one gene. The blue diagonal line shows the relative mRNA numbers that are equal in the 1/100 × N-EMM2-cultured cells and in the 1 × N-EMM2-cultured cells. The two yellow diagonal lines indicate the range in which the relative mRNA numbers in the 1/100 × N-EMM2-cultured cells are within twice the numbers of the 1 × N-EMM2-cultured cells. Orange dots correspond to ribosomal protein (RP) genes. The circle highlights the area of high expression genes. (**e**) Differences in the relative number of mRNA between the 1 × N-EMM2- and the 1/100 × N-EMM2-cultured cells (y-axis) are plotted against the relative number of mRNA in the 1 × N-EMM2-cultured cells (x-axis, logarithmic scale). Orange dots correspond to RP genes.

**Figure 6:**
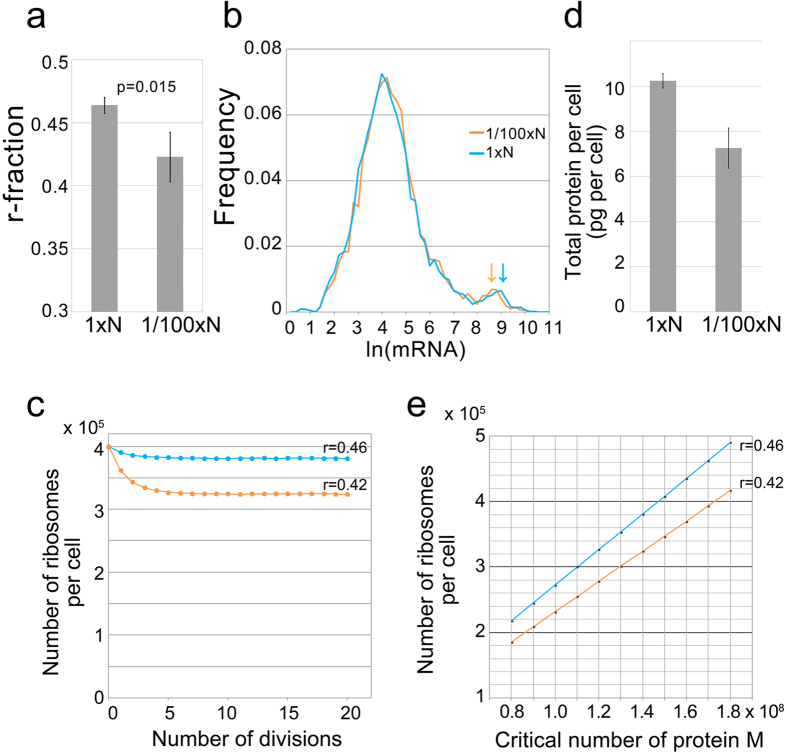
Comparison of the simulation and the empirical measurements. (**a**) r-fraction in cells continuously cultured in 1 × N-EMM2 and 1/100 × N-EMM2. Values shown are averages of four independent experiments: 0.46 (SD = 0.0063) for 1 × N-EMM2 and 0.42 (SD = 0.020) for 1/100 × N-EMM2. The error bars show the standard deviation among experiments. (**b**) Histogram of mRNA in cells continuously cultured in 1 × N-EMM2 and 1/100 × N-EMM2. The arrows indicate the secondary peak. (**c**) Simulation of the number of ribosomes at the critical protein number M = 1.4 × 10^8^ combined with two values of the mRNA number in the 1 × N-EMM2-cultured cells (r-fraction = 0.46) and that in the 1/100 × N-EMM2-cultured cells (r-fraction = 0.42). (**d**) Total amount of proteins per cell cultured in 1 × N-EMM2 and 1/100 × N-EMM2. Values shown are averages of three independent experiments: 10.2 pg per cell (SD = 0.32) for 1 × N-EMM2 and 7.25 pg per cell (SD = 0.89) for 1/100 × N-EMM2. The error bars show the standard deviation among experiments. (**e**) Number of ribosomes are plotted against the critical protein number M in the simulation. The numbers of ribosomes shown are those after 20 cell divisions.

**Table 1:** Genes having more than double the scaled mRNA numbers in the 1/100 × N-EMM2 culture compared with the 1 × N-EMM2 culture.

GeneName	Mata *et al.*, 2002	Description	logratio-exp1	logratio-exp2	logratio-exp3	logratio-exp4
isp4	induced	OPT oligopeptide transporter family Isp4	2.91	3.28	3.65	3.09
SPAC1F8.04c	induced	hydrolase (predicted)	2.21	2.31	2.96	2.39
mmf2	induced	homologous Pmf1 factor 1, implicated in isoleucine biosynthesis (predicted)	2.02	2.04	2.96	2.30
isp6	induced	vacuolar serine protease Isp6	1.52	1.74	2.85	1.39
mei2	induced	RNA-binding protein involved in meiosis Mei2	1.59	1.98	1.78	1.84
SPAC869.04	induced	formamidase-like protein (predicted)	9.66	9.64	11.42	10.38
SPAC869.03c	induced	urea transporter (predicted)	7.41	7.52	9.19	7.97
SPBPB2B2.01	induced	amino acid permease (predicted)	4.47	4.80	5.96	5.04
SPAC869.01	induced	amidase (predicted)	3.72	3.06	6.03	4.57
SPCC285.05	induced	purine nucleoside transmembrane transporter (predicted)	2.46	2.46	3.34	2.72
SPBC800.11	induced	inosine-uridine preferring nucleoside hydrolase (predicted)	1.84	1.91	3.50	2.70
SPAC11D3.03c	induced	conserved protein	1.90	1.83	3.21	2.66
urg2	induced	uracil phosphoribosyltransferase (predicted)	1.73	2.00	3.56	2.59
SPBPB2B2.05	induced	peptidase family C26 protein	2.21	2.42	3.28	2.58
SPBC1683.12	induced	nicotinic acid plasma membrane transporter (predicted)	2.06	2.03	3.60	2.53
SPAC186.03	induced	L-asparaginase (predicted)	2.59	2.62	2.96	2.19
isp7	induced	2-OG-Fe(II) oxygenase superfamily protein	1.64	1.96	2.85	2.03
SPCC191.05c	induced	nucleoside 2-deoxyribosyltransferase (predicted)	1.33	1.47	2.74	1.98
SPBC1773.12	induced	transcription factor (predicted)	1.80	1.77	3.81	1.96
SPAC11D3.17	induced	zf-C2H2 type zinc finger protein	1.70	1.81	2.56	1.89
SPCC417.10	induced	dipeptide transmembrane transporter (predicted)	1.44	1.70	3.19	1.86
per1	induced	plasma membrane amino acid permease Per1	1.77	1.82	2.14	1.86
uga1	induced	4-aminobutyrate aminotransferase (GABA transaminase)	1.54	1.82	2.57	1.82
SPAC1039.08	induced	serine acetyltransferase (predicted)	1.46	1.53	2.81	1.82
SPAC323.07c	induced	MatE family transporter (predicted)	1.01	1.08	2.15	1.63
SPCC1223.09	induced	uricase (predicted)	1.25	1.63	2.54	1.60
SPBPB2B2.06c	induced	phosphoprotein phosphatase (predicted)	1.63	1.82	1.63	1.60
SPAC977.13c	induced	hydrolase, pseudogene	2.33	2.44	3.34	1.59
SPAC922.06	induced	3-oxoacyl-[acyl-carrier-protein]reductase (predicted)	1.19	1.19	2.45	1.58
SPAC1039.07c	induced	aminotransferase class-III, unknown specificity	1.10	1.33	2.84	1.58
SPBC1683.06c	induced	uridine ribohydrolase (predicted)	1.54	1.48	2.71	1.53
SPCC1494.01	induced	iron/ascorbate oxidoreductase family	1.07	1.32	2.06	1.51
SPCC550.07	induced	acetamidase (predicted)	1.06	1.03	2.25	1.39
SPCC1450.07c	induced	D-amino acid oxidase (predicted)	1.21	1.40	2.08	1.20
SPAC1399.01c	induced	membrane transporter (predicted)	1.15	1.39	2.10	1.07
SPCC417.12	middle	carboxylesterase-lipase family protein	1.18	1.33	2.05	1.40
mug180	middle	esterase/lipase (predicted)	1.74	1.72	2.21	1.23
urg1	late	GTP cyclohydrolase II (predicted)	2.90	3.17	5.31	4.12
isp5		amino acid permease Isp5	3.49	3.59	4.83	4.02
str3		siderophore-iron transporter Str3	3.36	3.65	3.62	2.95
SPBPB21E7.09		L-asparaginase (predicted)	1.95	2.02	3.03	2.67
put4		proline specific plasma membrane permease Put4 (predicted)	2.19	2.33	3.32	2.58
cta3		P-type ATPase, calcium transporting Cta3	3.86	4.43	4.71	2.56
SPBC13A2.04c		PTR family peptide transporter (predicted)	1.99	2.32	2.93	2.10
amt1		ammonium transporter Amt1	1.64	2.01	2.06	1.93
SPBC1683.02		adenine/adenosine deaminase family (predicted)	1.38	1.53	2.60	1.83
mug146		meiotically upregulated gene Mug46	1.26	1.29	1.77	1.69
arg7		argininosuccinate lyase	1.12	1.13	2.25	1.63
SPCC320.14		threo-3-hydroxyaspartate ammonia-lyase (predicted)	1.02	1.26	1.77	1.58
SPCC74.04		amino acid permease (predicted)	1.65	1.84	2.94	1.56
frp1		ferric-chelate reductase Frp1	1.91	1.96	1.82	1.51
SPAC11D3.18c		nicotinic acid plasma membrane transporter (predicted)	1.06	1.17	2.47	1.50
SPCC965.11c		amino acid transporter (predicted)	1.37	1.78	2.23	1.46
SPCC965.12		dipeptidyl peptidase (predicted)	1.51	1.56	2.02	1.34
SPBC1773.17c		glyoxylate reductase (predicted)	1.13	1.07	1.81	1.31
SPBC23G7.13c		urea transporter (predicted)	1.09	1.26	1.96	1.23
SPAC11D3.07c		transcription factor (predicted)	1.05	1.43	2.11	1.17
frp2		ferric-chelate reductase Frp2 (predicted)	1.44	1.44	1.78	1.16
SPAC13F5.07c		zf PARP type zinc finger protein	1.18	1.70	2.04	1.07

The labels “induced”, “middle”, and “late” stand for “starvation- or pheromone-induced”, “middle-meiosis”, and “late-meiosis”, respectively, as described previously^7^. The label “log-ratio” stands for the logarithm to base 2 of the ratio of the relative mRNA number of the 1/100 × N-EMM2-cultured cells over the 1 × N-EMM2-cultured cells. The 59 genes shown increased their relative mRNA numbers by more than twice in the 1/100 × N-EMM2 culture compared with the 1 × N-EMM2 culture; this result was reproduced in four independent experiments.

# Supplementary material for: Cellular economy in fission yeast cells continuously cultured with limited nitrogen resources
**Source:** Sci Rep. 2015 Oct 21;5:15617. doi: 10.1038/srep15617
**Supplement:** Supplementary Notes

## **Supplementary Information**

### **Cellular economy in fission yeast cells continuously cultured with limited nitrogen resources**

Yuji Chikashige<sup>1</sup>, Shin'ichi Arakawa<sup>2</sup>, Kenji Leibnitz<sup>3</sup>, Chihiro Tsutsumi<sup>1</sup>, Chie Mori<sup>1</sup>, Hiroko Osakada<sup>1</sup>, Masayuki Murata<sup>2</sup>, Tokuko Haraguchi<sup>1</sup> and Yasushi Hiraoka<sup>4\*</sup>

## Supplementary Notes

### Optimization of hybridization conditions in DNA microarray experiments for *Schizosaccharomyces pombe*

To obtain accurate measurements of the mRNA levels using the DNA microarray, we first optimized the concentrations of the hybridization targets used in our experiments. We used the  $8 \times 60K$  format DNA microarray produced by Agilent technology, and followed the manufacturer's experimental procedure except for the target concentration in the hybridization reactions. The target concentration for the  $8 \times 60K$  format array recommended by the manufacturer is  $0.6 \mu\text{g}$  of labeled cRNA per  $50 \mu\text{L}$ . 

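The files for the dilutions are of RNA from a batch culture in the rich medium YES, 1 array for each target dilution. There is no replicate, so no error can be given. The files deposited for the 1/16 dilution under 2 sample numbers are identical and were counted as 1 sample. The share of spots well above background was 86.9% at 1/8, 86.2% at 1/12 and 84.0% at 1/16, and no spot was saturated in the scanner at these dilutions. The file for the 1/20 dilution holds the signals without the flags. Ranks are those of the signal at the 1/16 dilution.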

We denoted this concentration as  $1\times$ , and used the target diluted to  $1/8$ ,  $1/12$ ,  $1/16$ , and  $1/20$  (Fig. S1). We used an  $8 \times 60K$  format array that includes 60617 probes (excluding the manufacturer's control probes) designed for 5094 protein-coding genes and 1513 non-coding RNA genes of the fission yeast *S. pombe*. The x-axis of Fig. S1 represents the rank of signal values in the descending order (*gProcessedsignals* value defined by the manufacturer's software Feature Extraction) of the  $1/16\times$  diluted experiment. The y-axis represents the relative signal value of each probe in each concentration when the signal value of the  $1/16$  concentration was normalized to  $1/16$ . The signal values of the top 20000 probes were plotted. 

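Over the spots with ranks over 2000 and up to 20000, the median ratio to the signal at 1/16 was 1.94 at the 1/8 dilution, where the dilution alone gives 2. It was 1.39 at 1/12 and 0.769 at 1/20, where the dilution gives 1.33 and 0.8.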

Each signal value of probes below the 2000th was approximately proportional to the dilution rate. However, the signal values of the top 2000 probes in the  $1/8\times$  diluted experiment were lower than the values expected from the dilution rate. 

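Relative to the spots with ranks over 2000 and up to 20000, the median ratio of the 1000 brightest spots at the 1/8 dilution was 0.947, lower by 5.33%. The spots with ranks over 1000 and up to 2000 had 0.976, lower by 2.40%. The quartiles of the brightest spots were 0.926 and 0.966. Of these 1000 spots, 800 were spots of RP probes.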

A similar tendency was found in the  $1/12$  dilution experiment for the top 1000 probes. On the other hand, the ratio of the signal value in  $1/16$  dilutions and  $1/20$  dilutions was approximately constant in all probes.

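At the 1/12 dilution, the median relative ratio was 0.979 for the 1000 brightest spots, lower by 2.10%, and 0.987 for those with ranks over 1000 and up to 2000.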

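At the 1/20 dilution, the median relative ratio was 1.02 for the 1000 brightest spots, with quartiles of 1.01 and 1.04, and 1.01 for those with ranks over 1000 and up to 2000.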

These results indicate that the probes for the high-expression genes were saturated to the target when the target dilution rate was low. Thus, we concluded that an approximate 1/16 dilution is necessary to avoid saturation in quantitative measurements using the Agilent DNA microarray for *S. pombe*.

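Relative to the dimmer spots, the median of the brightest spots was thus lower the more target was used, with 1 array for each dilution. From the lower ratios at the 1/8 and 1/12 dilutions, the paper concludes that the probes of high-expression genes were saturated with target.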

Next, we compared our data from the 1/16 dilution experiment and the expression data for *S. pombe* measured under similar conditions registered in a public database. Fig. S2 shows the scatter plot of the mRNA levels in our 1/16 experiment and data from other platforms registered in the database (GSE52759 in the left panel and GSE19020 in the right panel) in double logarithmic scales, where each dot corresponds to one gene. In both cases, the signal value of the high-level expression region in the registered data was lower than the value of our experiment measured while avoiding the saturation of probes, as mentioned above. These results demonstrate that lowering the target concentration is necessary for the accurate measurement of high-expression genes. The improved quantitative accuracy in our experiments has made it possible to determine the profile of high-expression genes in this study.

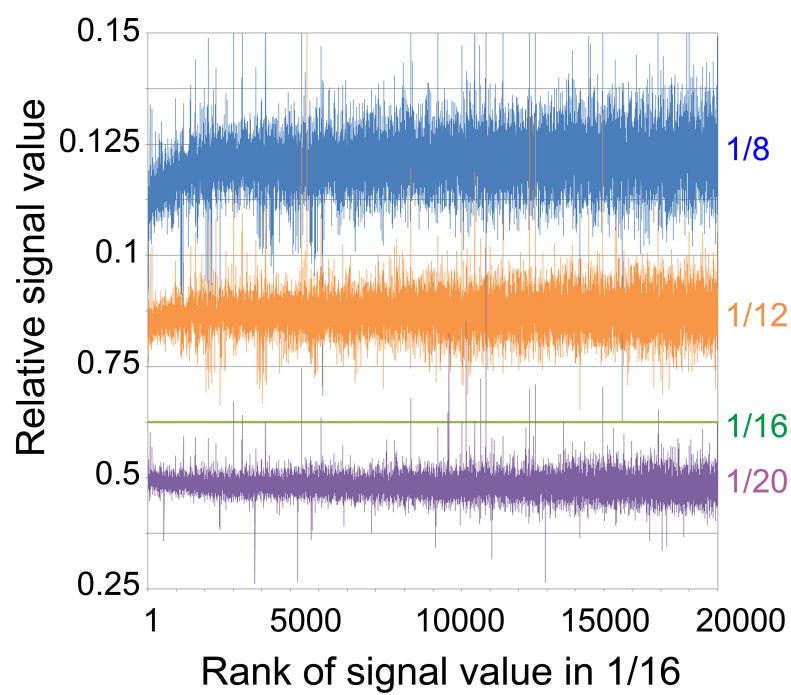

**Figure S1. Saturation of probes for the high-expression genes with their targets.**

Data used here are GSM1665061-4 in GSE68173.

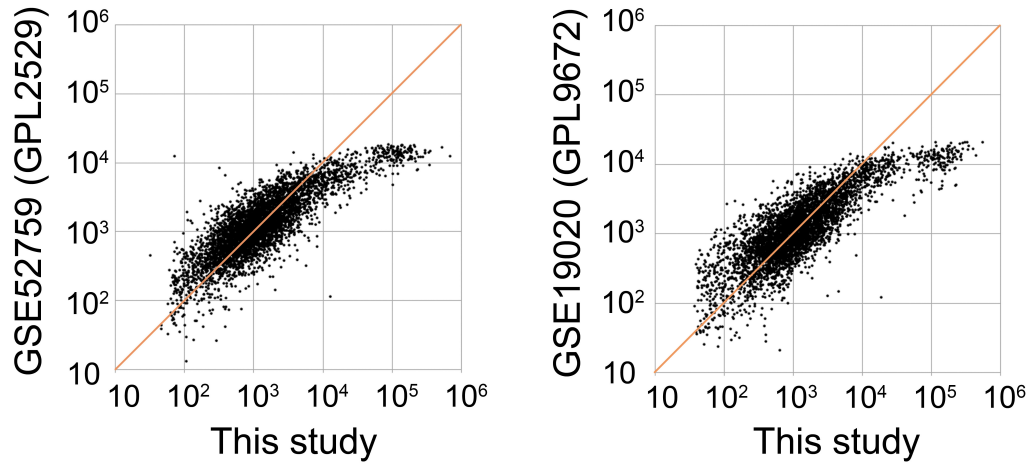

**Figure S2. Comparison with data from other platforms registered in the database.**

Data used here for the y-axis are averages of three samples, GSM1275656-8 in GSE52759 (left, EMM2 at 30°C), and averages of four samples, GSM470527-8 and GSM470534-5 in GSE19020 (right, YE at 30°C); data for the x-axis are averages of three samples, GSM1665057-9 (left, EMM2 at 33°C) and GSM1665060 (right, YES at 30°C).

How the deposited data were processed for this re-analysis (not part of the article)

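RNA of *S. pombe* cells was measured on 1-color Agilent arrays in 4 continuous cultures in 1 × N-EMM2, 4 continuous cultures in 1/100 × N-EMM2 with 0.05 g of NH_4_Cl per L, 3 batch cultures in EMM2, and a batch culture in YES hybridized at 4 target dilutions. For the EMM2 batch cultures, 1 entry of the labels gives 30 °C, while their treatment protocol and the paper give 33 °C. The authors deposited the intensity of each spot as the scanner software wrote it, with the local background subtracted and spatial trends removed but without normalization between arrays, together with the raw mean signal, the local background and flags. They also deposited a table of spot intensities, which differs from the scanner files by at most 0.3224%, and a table of 1 value for each probe. For the latter, the authors took the median over the spots, set the 75th percentile of each array to 2500, divided the values of duplicated genes and corrected values for paralogs. For 6639 probes, the deposited value was the median times a constant of the array over a whole number, within a tolerance of 0.01. The deposited value was empty for 25 probes. The file of EMM2 batch replicate 3 holds rounded values.

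From the scanner files, spots with an outlier flag and control spots were left out, the median over the spots of each probe was taken, and a probe was detected when its mean flag for signal well above background exceeded 0.55 in all 4 arrays of a culture. For the distributions, the detected non-RP genes were scaled to a total of 1000000, and for the comparison of the cultures all detected protein-coding genes were scaled to 1000000. RP genes were taken from the annotation of the array. The number of arrays limits the precision, and the median signal over the local background of each array of the continuous cultures, 5.91 to 8.52, limits the measurement of dim genes.

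Single genes were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes), with Benjamini-Hochberg adjustment, separately for 4682 probes of protein-coding genes and 287 probes of non-coding RNA. Values of single arrays were compared with two-sided exact permutation tests in scipy 1.17.1 with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and sets of genes with fry and camera of limma. Distributions were fitted by maximum likelihood. The simulation of ribosomes followed the algorithm of the paper in expected values, with the M of Fig. 3 and a start of 400000 ribosomes unless given otherwise. Figures were drawn with matplotlib 3.10.9. Data were simulated with the mean and spread of each probe in the continuous arrays and with noise independent between probes. There, the test of single genes recovered 190 of 200 protein-coding probes changed by 1 on the log2 scale, with 8 false calls among 198. It recovered 17 of 20 non-coding probes, with 2 false calls among 19. Deviations that the probes of an array share were not simulated, so these rates may not hold for the real arrays. The fits were tested on 4500 simulated genes, with a largest error of a parameter of 5.90%, and the simulation differed from its closed form by at most 0.201%.

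Genes named in the text are those the paper names, the 10 genes of Table 1 with the largest log2 ratio, the 5 largest rises outside Table 1 and the 5 largest falls among called genes that moved the same way in all 4 pairs, the genes of the scarcest and of the most abundant RP subunit, and the 3 largest rises and 3 largest falls of non-coding RNA. The 6 iron uptake genes are a list chosen without their values. Outside these rules, SPBC8E4.03, SPAC27D7.09c, SPAC27D7.11c, SPAPB24D3.07c, *rps1001*, *rps1002* and the genes nearest to a named non-coding RNA were chosen after their values were seen. The alternatives were all spots kept, the mean over spots, normexp background correction with an offset of 50, other rules for detection, the deposited table of gene values, scaling to the 75th percentile, quantile normalization, the replicate number or the slide as a block, an intensity trend in eBayes, and each array left out in turn. Slide and scan day coincide and were treated as 1 batch. The correction for paralogs was not repeated from the scanner values, and the comparison with arrays of other platforms was not analysed here.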

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

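The test of the ribosome biogenesis genes as a set was chosen only after their values were seen. This set is the 100 detected non-RP genes whose annotation names ribosome biogenesis, ribosome assembly, rRNA processing or the nucleolus. The mean of their log2 values, relative to the other non-RP genes, was -0.34 in 1/100 × N-EMM2 replicate 3, far from 0.23, 0.28 and 0.34 in the other arrays of that culture. The gap exceeded Dixon's 95% critical value. Of 86 groups of arrays examined in this way, 2 exceeded it, and chance gives 4.3. The set lay at 0.63 ± 0.128 in 1 × N-EMM2 and 0.13 ± 0.315 in 1/100 × N-EMM2 (SD, n = 4), a difference of -0.501 (exact permutation test, two-sided, p = 0.0286), and of -0.345 without replicate 3. The difference was -0.32 on slide 2 and -0.71 on slide 3, with a mean of -0.516, which argues against a difference between slides as its cause. The rotation test fry of limma gave a p of 0.0966 for the change of the set itself, and of 0.0273 under scaling to the 75th percentile. Against the other genes, camera of limma with an estimated correlation gave a p of 0.074. It gave a p of 0.199 under scaling to the 75th percentile and of 0.121 with the slide as a block (camera of limma). A hypothesis is that ribosome assembly may be lowered together with the RP genes. Replicate 3 also had the lowest r-fraction, 0.413, so that this culture may have been limited more strongly than the others, which a single culture leaves open.

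In 1/100 × N-EMM2 replicate 4, the log2 scaled value of SPNCRNA.1474 was -1.13, and the nearest of the other arrays had -0.45, again beyond Dixon's critical value. The probe was not well above background on any array of this culture, so differences between these values are of background as much as of RNA. Chance gives more such groups than were found, and no biological explanation was tested.

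The paper does not report on non-coding RNA. limma called 114 of 287 detected probes of non-coding RNA, 104 higher and 10 lower in 1/100 × N-EMM2, of which 18 and 3 by more than 2-fold. With scaling to the 75th percentile, 59 were higher and 17 lower. After normexp background correction, 33 were called. Without 1 × N-EMM2 replicate 2, 74 were called. Of the 35 splits of the 8 arrays into 4 and 4, 1, the real one, gave as many calls, the smallest share the 8 arrays allow. The other splits place the difference between the cultures within groups, which by itself lowers their calls. The count thus argues against a chance split but cannot exclude it. SPNCRNA.1215 had a log2 ratio of 4.03 and was measured in 3 of the 4 1 × N-EMM2 arrays. SPNCRNA.139 was at least 6.94-fold higher against the floor used, but its lowest log2 ratio over the alternatives was 0.94. SPNCRNA.1232, well above background in 1 of the 4 1 × N-EMM2 arrays, had a log2 ratio of 2.39. Among the falls, SPNCRNA.1474 was at least 2.27-fold and SPNCRNA.1337 at least 2.31-fold lower, and neither was called after normexp (log2 ratio -0.10 and -0.15). SPNCRNA.1255 had -1.18. Across the 287 genes, which are not independent replicates, the log2 ratio followed that of the nearest protein-coding gene (Spearman's rho 0.191, permutation p = 0.00094, adjusted 0.00188, and Pearson's r 0.318, permutation p = 1e-05, the smallest that the resamples can give, adjusted 4e-05, of 4 relations computed). Over the 128 that overlap that gene, rho was 0.150 (permutation p = 0.0917) and r was 0.285 (permutation p = 0.00242, adjusted 0.00323). Signal that follows the neighbouring gene is thus consistent with part of these changes. For SPNCRNA.1232 the overlapping gene SPCC285.05 had 2.75, and for SPNCRNA.139 the nearest gene SPAC1F8.04c had 2.48, while the gene nearest to SPNCRNA.1215 had 0.48. The 3 falls did not follow the nearest gene, which had 0.49 for SPNCRNA.1337 and 0.19 for SPNCRNA.1474, both overlapping, and 0.41 for SPNCRNA.1255. A response of the RNA itself stays open.

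The rule of Table 1 turned around gave 8 genes that were lower by more than 2-fold in each pair of cultures, which the paper does not list. The log2 ratio was -3.23 for SPBC460.05, -2.48 for SPBC460.04c, -2.44 for the predicted arylsulfatase SPBPB10D8.02c, -2.23 for the predicted cysteine transporter SPBPB10D8.01 and -1.85 for SPCC330.07c. It was -1.56 for SPAC27D7.09c, -1.56 for SPAC27D7.11c and -1.51 for SPAPB24D3.07c, and limma called all 8 (adjusted p at most 0.00231). SPBC460.05 was well above background in 3, SPBC460.04c in 1 and SPCC330.07c in 2 of the 4 1/100 × N-EMM2 arrays, so the size of these falls is uncertain. SPBC460.04c, SPBC460.05, SPBPB10D8.01 and SPBPB10D8.02c lie close together, between 80301 and 85431 on chromosome 2 (Spombe:NCBI:Feb2002). Their falls may therefore not be separate responses, and the order of the lowered genes was not tested. The real split of the arrays was 1 of 35 in the number of protein-coding genes called, with at most 1 call in any other split. For the calls as a whole, this argues against a chance split but cannot exclude it, for the reasons given for the non-coding RNA. No biological explanation of these 8 genes was tested.

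The r-fraction of the YES batch culture was 0.5597 in the scanner values and 0.538 in the deposited table of gene values, above each of the continuous cultures. The paper does not report it. It is 1 culture without a replicate and lies on a slide that holds no other medium, so the medium and the slide cannot be told apart.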

How the results depend on the processing

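The alternatives were fixed before the data were examined, apart from those for the ribosome biogenesis genes, most of those for the iron uptake genes, the ratio over the geometric mean of the 1 × N-EMM2 arrays, the ubiquitin fusions left out and the ribosome number in proportion to the RP share, which were chosen only after the results were seen. Of the log2 ratios of single genes other than *ste11*, which is given below, each counted once for every alternative, 239 kept their direction and side of the threshold with 1 array left out and 312 under the other alternatives. Exceptions were SPCC757.13, no longer called without 1 × N-EMM2 replicate 2, SPNCRNA.1474 and SPNCRNA.1337, no longer called after normexp, and *rpl803*, called with scaling to the 75th percentile or an intensity trend.

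With 1 array left out, an exact test of 3 arrays against 4 cannot give a p under 0.0571, so it says nothing about stability. The difference in r-fraction ranged from -0.0498 to -0.0320, that of the mean log2 of the RP genes from -0.42 to -0.27, that of the median natural log of the RP genes, taken as the position of the secondary peak, from -0.20 to -0.13, and that of the ribosome biogenesis genes from -0.57 to -0.35. The number of protein-coding genes called ranged from 424 (without 1 × N-EMM2 replicate 4) to 1531 (without 1/100 × N-EMM2 replicate 1). It was 438, 520 and 540 without 1 × N-EMM2 replicates 2, 3 and 1, and 635 without 1/100 × N-EMM2 replicate 2. Fewer arrays give a test less power, and the cause of the rise to 1531 was not tested. For non-coding RNA it ranged from 74 (without 1 × N-EMM2 replicate 2) to 127. The number of probes above 2-fold in every pair ranged from 51 to 82, with 80 without 1 × N-EMM2 replicate 1 and 82 without 1/100 × N-EMM2 replicate 1, where 3 pairs remain.

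Quantile normalization gave an r-fraction difference of -0.00909 and an RP gene difference of -0.0575, each with p = 0.0571 (exact permutation test, two-sided), and 578 protein-coding (305 higher, 273 lower) and 62 non-coding calls. By its construction it gives all arrays 1 distribution and so takes off a shift that the brightest genes share. The log2 ratio of *ste11* turned to -0.0716 with scaling to the 75th percentile and to -0.12 with quantile normalization. The median of all genes was -0.01 and -0.02 under these scalings. Normexp gave 75 protein-coding and 3 non-coding genes called above 2-fold, 33 non-coding genes called and 33 genes above 2-fold in every pair. The offset it adds shrinks ratios of dim genes. Without a filter for detection, 53 non-coding genes were called above 2-fold, and with detection required in all 8 arrays 8 were, since dim genes enter or leave. The distance of the dPLN fit without a filter was 0.0218. A ratio of geometric means above 2 held for 109 probes. The top of the secondary peak moved by -0.1875 (exact permutation test, two-sided, p = 0.0857). In proportion to the RP share alone, the ribosome number changed by -15.2% (exact permutation test, two-sided, p = 0.0286), which repeats the test of the r-fraction. With 1 array left out, the change simulated with all subunits ranged from -19.0% to -10.3%. The r-fraction of the EMM2 batch cultures was 0.471 in the deposited table, and the cause of the results not explained here was not tested.

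Cultures with the same replicate number did not deviate together in every pair (correlation 0.168, -0.0426, 0.234 and 0.669), so the numbers do not pair them. With the replicate block, the differences were -0.0416 for the r-fraction, -0.35 for the RP genes and -0.501 for the ribosome biogenesis genes, each with p = 0.125 (exact permutation test, two-sided), the smallest p that 4 pairs allow, camera with an estimated correlation gave a p of 0.100 for the RP probes, and 1688 protein-coding genes were called, 1060 of them called without it. With the slide as a block 1682 were called, 1028 of them called without it. Within slides, the difference was -0.0452 for the r-fraction and -0.516 for the ribosome biogenesis genes, in designs with a smallest p of 0.0556.

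Taking the brightest probe of a gene was not run, since each gene has 1 probe. Signal minus background was not run for the 1/20 dilution, whose file lacks these columns. The low ratio of signal to background of dim probes limits the falls, the non-coding RNA and rises from a dim signal, such as those of SPAC869.04 (fitted log2 ratio 10.29, which is not a limit, and 5.91 after normexp) and SPAC869.01 (4.35, and 1.16).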

Differences from the paper's values

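The comparison over the geometric mean of the 1 × N-EMM2 arrays was chosen only after the result was seen. For the r-fraction, the p was 0.0286 (exact permutation test, two-sided), and the paper's p is about 0.015 in Fig. 6a, read by eye. An exact permutation test of 4 arrays against 4 cannot give less than 0.0286. All alternatives used this test, so none could come within 1.5 times of the paper's. The paper does not name its test and no other was run here, so a difference of test stays open.

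The parameter β of dPLN was 2.81, and the paper's is 1.46. Of the alternatives set before the data were examined, leaving out 1 × N-EMM2 replicate 4 gave 2.08, within 1.5 times of the paper's. The others did not: without replicates 1, 2 and 3 it was 2.66, 2.86 and 2.93, all spots kept gave 2.84, the mean over spots 2.80, normexp 4.75, no filter for detection 0.728, detection in all 8 arrays 2.92 and the deposited table 2.85. The KS p of dPLN was 0.713 two-sided, and 0.428 and 0.376 one-sided, while the paper's one-sided p is 0.162. Of the alternatives, normexp gave 0.224 two-sided and 0.112 and 0.138 one-sided, within 1.5 times of the paper's. The others did not, with two-sided values of 0.699, 0.613, 0.0169, 0.763 and 0.676, and of 0.601 to 0.738 with 1 array left out. With the paper's parameters, the two-sided KS p was 0.358 for the scanner values and 0.333 for the deposited table.

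For SPBPB2B2.01, the log2 ratio of the pair of cultures 2 was 5.32, and the paper's value for experiment 2 is 4.80. With scaling to the 75th percentile it was 5.10 and with quantile normalization 5.03, within the error of the paper's, and under none of the other alternatives that measured it. For experiment 3 it was 4.84, and the paper's value is 5.96. No alternative set before the data were examined came within the error. Over the geometric mean of the 1 × N-EMM2 arrays, chosen after seeing the values, the log2 ratios were 4.80 and 5.95.

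The paper lists 59 genes as more than doubled in each experiment. By pairs of cultures with the same number, 50 of these 59 were, and SPAC1039.07c, SPAC11D3.07c, SPAC11D3.18c, SPAC1399.01c, SPAC13F5.07c, SPBC23G7.13c, SPCC1450.07c, SPCC417.12 and *frp2* were not. Over the geometric mean of the 1 × N-EMM2 arrays, chosen after seeing the values, all 59 were.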

Other observations

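The tests of the slides, of the paralog correction and of compression for the RP genes, of a single probe in the simulation, of the number in proportion to the RP share and of a correction applied to some arrays, and the scalings of the iron uptake genes, were chosen only after the results were seen. For the lower RP genes in 1/100 × N-EMM2, the r-fraction difference in values without the paralog correction was -0.0416, which argues against the correction as its cause. The mean difference within slides was -0.0452, and on both slides that hold both cultures each 1/100 × N-EMM2 array was lower than each 1 × N-EMM2 array, which argues against a difference between slides. Compression at high brightness, taken from the dilution arrays at the widest gap in brightness between cultures, predicts a shift of -0.0551, far smaller than the observed -0.348. The comparison with non-RP genes of the same brightness leaves open a change that bright probes share: relative to these, the RP genes differed by -0.0890 (exact permutation test, two-sided, p = 0.171). A lowering of RP genes in particular and a lowering of highly expressed genes in general may both give this result.

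In the simulation, the ribosome number changed by -15.1% with all subunits and by -9.60% with the scarcest left out. With all subunits, the probe of *rpl39* sets the number at a given r-fraction, since L39 was scarcest in each of the 8 arrays. The change of *rpl39* itself did not exceed the spread between cultures. In proportion to the RP share alone, the number changed by -15.2% (exact permutation test, two-sided, p = 0.0286), a change of like size that needs no change of *rpl39* beyond that of the RP genes together. This number rises with the r-fraction alone, so its p only repeats the test of the r-fraction and is no further result. Whether the simulated size holds for the RP genes in general thus stays open.

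Table 1 holds genes of iron uptake. A list of 6 others (*fip1*, *fio1*, *str1*, *str2*, *sib1* and *sib2*) had a mean log2 ratio of 0.56 and a median of 0.53, which is 0.34 relative to the median of all genes (fry of limma, with a p of 0.000653). limma called 4 of the 6 over all genes tested and 5 adjusted over the list alone. The ratio was above 1 in all 4 pairs for each gene except *str1*, for which it was in 2. With camera, p was 0.0237 with the preset correlation and 0.136 with an estimated one. The latter was 0.029 with scaling to the 75th percentile and 0.028 with quantile normalization, so this call depends on the scaling. The real split was 1 of 35 with a mean as large, which is the smallest share the 8 arrays allow, and the largest other was 0.429. This argues against chance only in how the arrays were split, for a list that Table 1, from the same arrays, had prompted. Under scaling to the 75th percentile the mean was 0.364 (fry of limma, with a p of 0.00076) and 3 of the 6 were called, which argues against a shift of all genes under the scaling. With *str3*, *frp1* and *frp2*, which the paper picked from these cultures, the mean of 9 genes was 1.11 (fry of limma, with a p of 0.000119), with 7 called over all genes and 8 adjusted over the list alone. A hypothesis is that iron uptake may be raised in 1/100 × N-EMM2. Iron itself was not measured.

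Among the 50 genes above 2-fold in every pair that were matched to the gene order of the reference (ASM294v3), 8 pairs were neighbours on the chromosome. In 10000 random lists of the same size and expression the median was 0 and the highest 5 (a p of 0.0001, the smallest that these lists can give), which argues against a chance order of genes. A shared regulation of neighbouring genes may underlie it and was not tested. Of the 4682 probes, 4650 were matched.

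In the deposited table of gene values, *rps1001* was lowered on the 4 arrays of slide 3 to a mean of 0.729 of the scanner value and *rps1002* to 0.962, and neither on the other slides. A correction applied to some arrays only may explain it. With these values uncorrected, the r-fraction difference was -0.0410.

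The r-fraction of the 3 EMM2 batch cultures was 0.486, 0.491 and 0.502, with a mean of 0.493 ± 0.0080 (SD, n = 3), higher by 0.00956 than in the 1 × N-EMM2 continuous cultures, which is within the spread (exact permutation test, two-sided, p = 0.229, where 0.0571 is the smallest). These arrays lie on a slide of their own, so slide and culture cannot be told apart. The 71 genes of the mitochondrial ribosome differed by -0.11 relative to the other non-RP genes (exact permutation test, two-sided, p = 0.0286). It was -0.10 on slide 2 and -0.12 on slide 3. Their median log2 ratio itself was 0.10 with the total scaling (fry of limma, with a p of 0.123), -0.10 with scaling to the 75th percentile (a p of 0.000916) and -0.11 with quantile normalization (a p of 0.000355), where the median of all genes was 0.19, -0.01 and -0.02. Its sign thus decides nothing, and no explanation was tested.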
